# Unraveling heterogeneous susceptibility and the evolution of breast cancer using a systems biology approach

**DOI:** 10.1186/s13059-015-0599-z

**Published:** 2015-02-21

**Authors:** Andrés Castellanos-Martín, Sonia Castillo-Lluva, María del Mar Sáez-Freire, Adrián Blanco-Gómez, Lourdes Hontecillas-Prieto, Carmen Patino-Alonso, Purificación Galindo-Villardon, Luis Pérez del Villar, Carmen Martín-Seisdedos, María Isidoro-Garcia, María del Mar Abad-Hernández, Juan Jesús Cruz-Hernández, César Augusto Rodríguez-Sánchez, Rogelio González-Sarmiento, Diego Alonso-López, Javier De Las Rivas, Begoña García-Cenador, Javier García-Criado, Do Yup Lee, Benjamin Bowen, Wolfgang Reindl, Trent Northen, Jian-Hua Mao, Jesús Pérez-Losada

## Abstract

**Background:**

An essential question in cancer is why individuals with the same disease have different clinical outcomes. Progress toward a more personalized medicine in cancer patients requires taking into account the underlying heterogeneity at different molecular levels.

**Results:**

Here, we present a model in which there are complex interactions at different cellular and systemic levels that account for the heterogeneity of susceptibility to and evolution of ERBB2-positive breast cancers. Our model is based on our analyses of a cohort of mice that are characterized by heterogeneous susceptibility to ERBB2-positive breast cancers. Our analysis reveals that there are similarities between ERBB2 tumors in humans and those of backcross mice at clinical, genomic, expression, and signaling levels. We also show that mice that have tumors with intrinsically high levels of active AKT and ERK are more resistant to tumor metastasis. Our findings suggest for the first time that a site-specific phosphorylation at the serine 473 residue of AKT1 modifies the capacity for tumors to disseminate. Finally, we present two predictive models that can explain the heterogeneous behavior of the disease in the mouse population when we consider simultaneously certain genetic markers, liver cell signaling and serum biomarkers that are identified before the onset of the disease.

**Conclusions:**

Considering simultaneously tumor pathophenotypes and several molecular levels, we show the heterogeneous behavior of ERBB2-positive breast cancer in terms of disease progression. This and similar studies should help to better understand disease variability in patient populations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0599-z) contains supplementary material, which is available to authorized users.

## Background

Worldwide, breast cancer is one of the most frequent tumors in women and indeed more than a million women are diagnosed with this disease every year [1]. An essential question underlying this circumstance is why patients who seem to have the same pathological condition, even in hereditary forms of breast cancer, progress differently and have different clinical outcomes [2-4]. Clinical manifestations reflect perturbations of complex intra- and intercellular networks that link molecular and cellular processes with tissue/organ subphenotypes and clinical semiology. Functionally interconnected layers comprising, among others, genotype, gene expression, cell signaling and metabolic pathways form these networks, leading to pathophysiological and clinical manifestations [5,6]. The genetic backgrounds of patients would influence such networks of interactions [7,8]. Identifying associations at different levels, and the influence of the genetic background in them, is crucial if we are to fully understand the different patterns of behavior of the disease, and will help to design better strategies for individualized cancer prevention and therapy. The identification of these complex networks in human populations is a difficult task owing to genetic heterogeneity and complex interactions with the environment [7,9,10]. However, crosses of inbred mouse strains with homogenous genomes and fairly uniform phenotypes offer a unique opportunity to tackle these questions under simpler conditions [7,11,12].

ERBB2/NEU/HER2 (henceforth ERBB2)-positive breast cancers constitute 20 to 30% of all mammary gland tumors. The amplification and overexpression of *ERBB2* is a marker of poor prognosis [13], but the progression of these tumors is heterogeneous [3]. Complex networks at different molecular levels influenced by the genetic background could account for this variable progression of breast cancer [5,6], and the consideration of molecular features from different profiling data types may help to predict therapeutic response [14]. To address this issue, we generated a genetically heterogeneous population of mice with different susceptibilities to breast cancer by a backcross between *MMTV-ErbB2* transgenic mice [15] in a FVB genetic background showing high tumor susceptibility and C57BL/6 resistant mice [16-18]. Here, for the first time we differentiate ERBB2-positive breast cancers according to different pathophenotypes and molecular subphenotypes to evaluate their associations by a systems biology approach (Figure 1A). We report a global scenario of complex interactions at cellular and systemic levels that accounts for the heterogeneity in ERBB2-positive breast cancer behavior and susceptibility. We integrated these different molecular levels to better define cancer prognosis. This global scenario enabled specific achievements: first, we demonstrate parallels between ERBB2-positive tumors from humans and backcross mice at the clinical, genomic, gene expression and signaling levels. We defined different tumor traits and mouse clusters of prognosis at those different levels. Second, the global architecture of signaling pathways was similar in breast tumors and livers (where the oncogene is not expressed), and these signaling pathways also defined both tumor pathophenotypes and mouse clusters of prognosis. For instance, mice with intrinsically higher levels of AKT and ERK pathways were less likely to develop tumors. Third, we recognized specific molecular features of the disease; for example, pAKT1(S473) levels modified metastatic capability. Thus, tumors that metastasized to the lung showed lower levels of pAKT1(S473). In addition, mice that developed tumors with a short latency expressed low levels of pERK_1/2_ due to a partial block in the phosphorylation at the RAF-MEK step. Fourth, we identified a pattern of serum metabolites collected at the disease-free stage that predicted different traits of tumor progression and defined mouse clusters associated with prognosis. Finally, we combined the different data types in Cox-regression models that predict cancer susceptibility and progression to identify the specific risk in single mice. The connections identified at different molecular and phenotypic levels with this approach should eventually permit a better understanding of heterogeneous breast cancer susceptibility and progression among patients and the development of more individualized clinical strategies.

**Figure 1:**
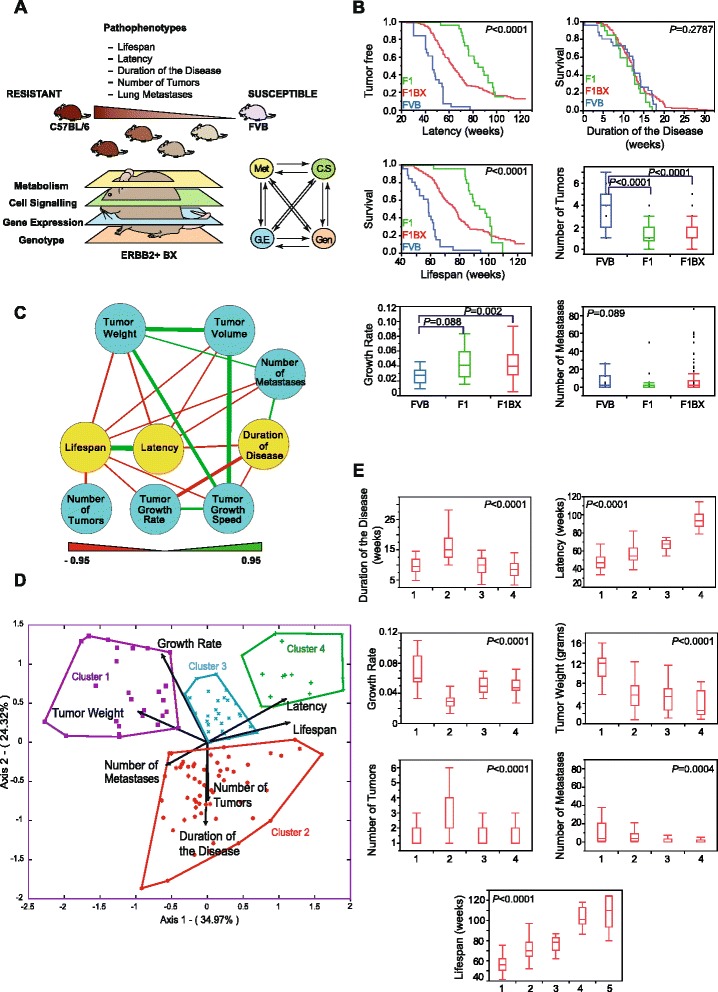
**Differentiation of ERBB2-induced breast cancer according to different traits. (A)** Experimental design. We generated a cohort of mice that were genetically heterogeneous and with different degrees of susceptibility and progression to breast cancer. Thus, we dissected the disease into different pathophenotypes. Then, we classified the mice according to prognosis. We considered different clinical pathophenotypes of ERBB2-positive tumors as the result of multiple molecular associations at different levels from a systems biology perspective to predict clinical outcomes. In sum, we show a global scenario of complex interactions at different levels that account for the heterogeneity in tumor behavior and susceptibility. **(B)** Comparison among different tumor pathophenotypes in FVB, F1 and F1BX mice. We show detailed comparisons of all the different pathophenotypes elsewhere (Table S1 in Additional file 1). **(C)** The network shows associations among different tumor pathophenotypes in the F1BX population (Cytoscape Software). Nodes represent breast cancer pathophenotypes: the yellow nodes are temporal stages of the disease and the blue nodes depict tumor traits. Edges indicate correlation coefficients, green for positive and red for negative correlations. Edge line width is directly proportional to the value of the *r* coefficient. We include all correlations with *P* < 0.05 in the figure. All *r* coefficient values are in Table S2 in Additional file 1. **(D)** Prognosis clusters identified by principal component analysis as shown by an HJ-biplot. A fifth cluster formed by the mice without tumors is not included in the figure. **(E)** Distribution of tumor pathophenotypes in each different cluster. The fifth cluster, which encompasses the mice that did not develop tumors, is not represented in the figure. The numerical values of this figure and *post hoc* tests are reported elsewhere (Table S3 in Additional file 1).

## Results

### The genetic background modifies ERBB2-induced breast cancer susceptibility and progression

We studied the susceptibility and progression of breast cancer in *MMTV-ErbB2* transgenic mice from FVB, F1FVBxC57 (henceforth F1) and backcross (F1BX) genetic backgrounds. The FVB mice had a shorter tumor latency than F1 and F1BX. The tumor latency and lifespan in F1BX mice were between those of the FVB and F1 animals, 50% of them dying by 76.86 weeks of age (Figure 1B; Table S1 in Additional file 1). Furthermore, the FVB mice had a higher incidence, multiplicity, and average number (*P* < 0.0001) of breast tumors than their F1 and F1BX counterparts, but mice with a partial C57BL/6 genetic background showed a faster local tumor growth rate than the FVB animals, in agreement with previous work [17]. FVB mice had a higher incidence of metastases than the F1 and F1BX animals, but the number of metastases per mouse was very similar between the three groups (Table S1 in Additional file 1). These results suggest that the C57BL/6 genetic background carries genetic determinants that build up resistance to most of these breast tumor pathophenotypes in a dominant manner.

Next, we explored which breast tumor traits mainly influenced lifespan variability in the F1BX population. Tumor latency was found to be the most important (*P* < 0.0001); in addition, tumor numbers, local growth and number of metastases were negatively related to lifespan. The F1BX tumors that appeared in older mice (>70 weeks) rarely metastasized (*P* = 0.004) (Figure 1C; Table S2 in Additional file 1), which mirrors the patterns observed in human populations [19,20]. This tumor behavior regarding dissemination in ageing mice was not seen in the FVB or F1 mice (*P* = 0.788 and *P* = 0.975, respectively).

Based on a principal component and biplot analysis of their clinical characteristics, we grouped the F1BX mice in five prognostic clusters. Cluster 1 contained those mice with the shortest lifespans and latencies, the highest number of metastases, and the highest final tumor weight, whereas based on the same pathophenotypes cluster 4 comprised animals with the best prognosis. We also distinguished clusters 2 and 3, considered as medium-poor and medium-good prognoses, respectively. Cluster 5 included mice with no tumors after two years of experimentation (Figure 1D,E; Table S3 in Additional file 1). Intriguingly, the F1 mice with tumors where the disease was least aggressive were mainly located in clusters 3 and 4 (and also in cluster 5 when mice without tumors were considered) whereas FVB were grouped in clusters 1 and 2, with a poorer prognosis (Figure S1 in Additional file 2). In conclusion, we generated a genetically heterogeneous population of mice, with variable degrees of susceptibility to and progression of breast cancer. Based on the behavioral patterns of the different pathophenotypes, we were able to classify mice in different clusters of prognosis.

### Identification of genomic regions associated with heterogeneous susceptibility to and progression of breast cancer

Since the genetic background influences the clinical progression of ERBB2-positive breast cancer, we investigated the quantitative trait loci (QTLs) associated with heterogeneous tumor behavior in the F1BX mice by linkage analysis. Four loci, on chromosomes 2, 7, 13 and 18, were found to be associated with tumor latency; they were designated tQTL1 (tumor QTL1) to tQTL4, respectively (Figure 2A; Table S4 in Additional file 1). Mice homozygous for these markers (FVB/FVB) had a significantly shorter latency than heterozygous animals (FVB/C57), except for tQTL4 (Figure 2B; Table S4 in Additional file 1). A single locus, tQTL5, on chromosome 13 was associated with the number of tumors per animal. There were a number of loci associated with tumor incidence on chromosomes 4, 13 and 15. The locus on chromosome 13 seemed to be the same as the one previously identified for tumor latency (tQTL3). We also identified several QTLs related to different local tumor growth characteristics (including tumor volume, weight, average growth speed, and growth rate), and metastases. Four loci on chromosomes 7, 13, 15 and 18 were found to be associated with lifespan. As expected, these QTLs were also related to different tumor pathophenotypes (Figure 2A; Table S4 in Additional file 1).

**Figure 2:**
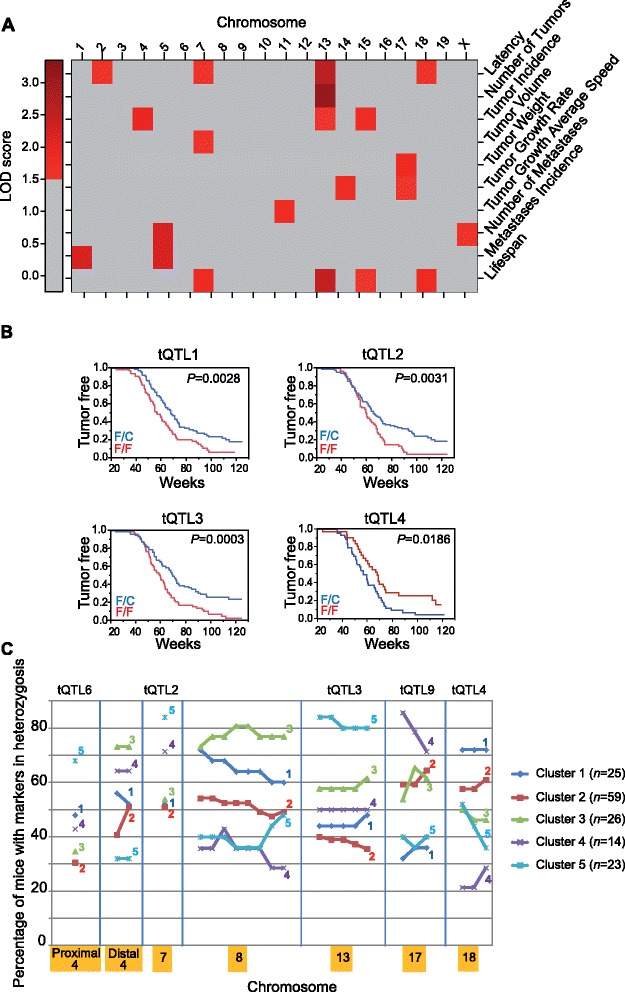
**Genomic regions associated with tumor behavior. (A)** Distribution of QTLs associated with different tumor pathophenotype (tQTL) variability across different mouse chromosomes. The color intensity reflects the LOD score level. LOD scores <1.5 are homogenously represented in gray. Detailed information concerning these results is reported in Table S4 in Additional file 1. **(B)** Effect on tumor latency of different loci identified by the Kaplan-Meier estimator. F/F indicates FVB homozygous and F/C indicates FVB/C57 heterozygous at those loci. **(C)** Distinction of all the clinical prognosis clusters defined at the genetic level. The figure shows the percentage of mice with a particular heterozygous genetic marker differentially present in the five clusters of mice based on prognosis. The genetic markers and percentages represented can be found in Table S5 in Additional file 1b.

We next identified genetic markers associated with the clinically defined clusters of prognosis. Significantly, cluster 5 included more mice heterozygous for tQTL2 (chromosome 7), tQTL3 (chromosome 13), and tQTL6 (chromosome 4). The good-prognosis cluster 4 had the highest percentage of mice heterozygous for tQTL9 (chromosome 17), whereas the poor-prognosis cluster 1 had the lowest proportion of heterozygosity for these genetic markers (Figure 2C; Table S5 in Additional file 1). These results showed that prognosis may also be determined genetically.

### Transcriptomic expression patterns from mouse tumors resemble human ERBB2-positive breast cancer

We then examined ERBB2-induced breast cancer in mice at the transcriptomic level. 

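Expression was measured on Affymetrix mouse gene 1.0 ST arrays, with 1 tumor or gland on each array. How the normal glands were collected is not given in the sources used here. The labels gave 214 arrays of tumors and 8 of normal mammary glands. By their names, 2 tumor arrays (035T1R and 246T1R) repeat the tumors 035T1 and 246T1, so there are 212 different tumors if no other names repeat a tumor. Below, every array counts as 1 tumor. The tumor arrays were 26 from FVB mice, 28 from F1 mice (FVB crossed with C57BL/6) and 160 from F1BX mice, the backcross of F1 to FVB. The names of 051T1 (labelled F1) and 063T1 (labelled FVB) have the form of F1BX names, and the labels were kept. Counted by name, the tumors came from 155 mice, and 38 mice gave at least 2 tumor arrays. F06T1 and F1_6T1, and F27T1 and F1_27T1, were counted as of different mice. The sources used here do not explain names with F1_, so these counts may be too high. The normal glands were 3 from FVB MMTV-ErbB2 mice, 2 from F1 MMTV-ErbB2 mice and 3 from F1 wild type mice. The deposited values were log2 values normalized by RMA by the authors, for 35556 probe sets, and ranged from 2.25 to 14.8. Of these probe sets, 21789 carried 1 gene symbol in the platform annotation, 1621 carried several and 12146 carried none. Array values have no counting depth, and the number of arrays limits their precision.
The spread of the values divided the arrays into a narrow set and a wide set. The interquartile range was 1.86 to 2.62 in 34 arrays, called the narrow set here, and 3.04 to 3.35 in the other 188, the wide set, with no array between. The narrow set held all 8 normal glands, 20 F1BX tumors and 6 F1 tumors. The wide set held 140 F1BX, 22 F1 and all 26 FVB tumors. The sources used here give no dates, runs or batches for the arrays. The first principal component, with 35.3% of the variance, separated the tumors of the narrow and wide sets completely. Among F1BX tumors alone, 4210 probe sets differed at least 2-fold between the sets. Therefore every comparison was repeated within a set or with the set as a term of the fit, where the design allowed it.
Groups were compared with limma on the deposited values. The mouse was a random block, because tumors of one mouse are not independent (consensus correlation 0.259). A SAM statistic, as in the methods, was computed as an alternative to limma.

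**Figure D1:**
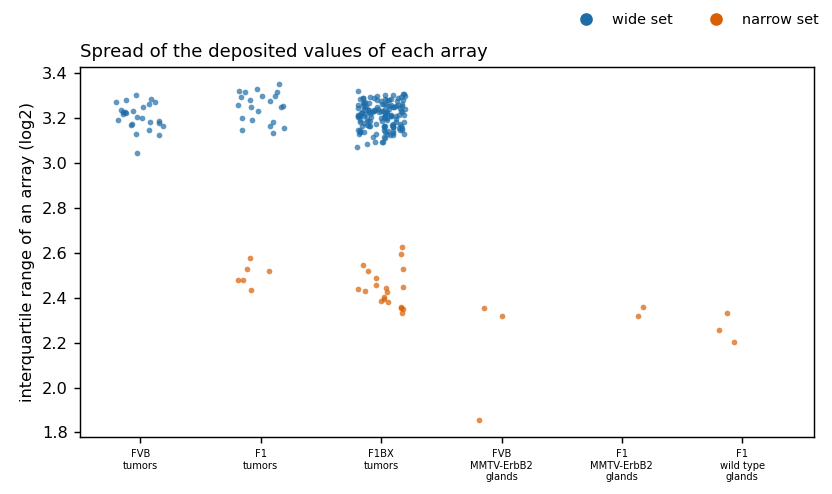
Interquartile range of the log2 values of each array (y axis), 1 point per array, by kind of tumor or gland (x axis). The 34 arrays of the narrow set lie at or below 2.62 and the 188 arrays of the wide set at or above 3.04, and all 8 normal glands lie in the narrow set.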

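Between the 214 tumor arrays and the 8 normal glands, 10026 probe sets differed at an FDR of at most 0.005 and a fold of at least 2, 6232 higher and 3794 lower in tumors. The FDR alone was met by 26280 probe sets. At an adjusted p under 0.05 from limma without the fold, the balance turned, with 13028 higher and 15992 lower in tumors. A standard deviation of at least 0.7 over all arrays left 1494 of the 10026 probe sets, 951 higher and 543 lower in tumors. Of these, 818 carried 1 gene symbol, for 785 genes. The median log2 fold change of all probe sets was -0.11, and 0.18 over the 26200 probe sets kept by a filter on low signal. All normal glands were in the narrow set, so the comparison was repeated among its 26 tumors and 8 glands. That comparison called 4311 probe sets, and 3737 of them were among the 10026, all in the same direction. Of the 1494 probe sets, 749 were called again, and 102 had the opposite direction among the narrow-set arrays. Among F1BX tumors, 708 of the 1494 differed at least 2-fold between the narrow and wide sets.
Erbb2 (probe set 10380896) had a log2 expression of 12.35 ± 0.46 (SD, n = 214) in tumors and 9.32 ± 0.94 (SD, n = 8) in normal glands. The log2 fold change was 3.02 (standard error 0.173, adjusted p = 8.27e-42 from limma), and 2.65 among the narrow-set arrays (adjusted p = 3.30e-07 from limma). The spread in limma is pooled over both groups, and 214 of the arrays are tumors. Where glands vary more than tumors, as for Erbb2, the standard error and p understate the uncertainty of the gland mean. The narrow-set tumors include 092T1, F1_26T1 and 076T1, with Erbb2 of 8.32, 9.72 and 10.31, within the range of normal glands. They were counted as tumors. The probes follow the mouse sequence, and signal of the ErbB2 transgene was not separated from that of the mouse gene. Tc2n (probe set 10402195) was higher in tumors by a log2 fold change of 5.06, with 11.83 ± 0.82 (SD, n = 214) against 6.76 ± 0.83 (SD, n = 8) and an adjusted p of 1.79e-41 from limma. The other genes with the largest increases were Scgb2b27, Car6, Tspan8, Zfp971, Etv1, Fetub and Lrrc26, with log2 fold changes from 4.11 for Lrrc26 to 5.33 for Scgb2b27. Among targets of ERK signaling, Etv5 rose by 4.08 and Dusp6 by 3.06 on the log2 scale. Erbb3 rose by 2.19, Kit by 2.54, Elf5 by 2.28 and Top2a by 2.36.
Il6 (probe set 10520452) was lower in tumors, with 3.98 ± 0.35 (SD, n = 214) against 11.08 ± 1.86 (SD, n = 8), a log2 fold change of -7.09 (standard error 0.174, adjusted p = 4.21e-101 from limma). In 1 gland, labelled FVB MMTV-ErbB2 replicate 3, it was 6.71. Il6 varied more among glands than among tumors. Its standard error and p rest mostly on the spread of the tumors, and so understate the uncertainty of the gland mean. The level in tumors is near the low end of the values. No detection values come with the arrays, so Il6 is not shown to be above background in tumors, and the decrease may be larger than measured. The order of the largest decreases is therefore that of the measured values only. Cxcl2, Glycam1, Ptgs2, Cxcl1, Gem, Ccl3 and Tnfaip6 followed, with log2 fold changes from -6.31 for Cxcl2 to -4.94 for Tnfaip6. Hspa1a fell by 3.95, Atf3 fell by 3.60 and Fos fell by 2.42 on the log2 scale. The T cell gene Cd3e had a log2 fold change of -2.27, the B cell gene Cd79a of -3.16 and the basal keratin gene Krt14 of -3.65. The luminal keratin gene Krt8 did not pass the test (log2 fold change 0.17, adjusted p = 0.165 from limma), nor did the adipocyte gene Adipoq (0.20, adjusted p = 0.706 from limma). Krt18 was 0.45 higher in tumors on the log2 scale (adjusted p = 0.00169), below the fold required, and -0.03 among the narrow-set arrays.
Of 27 lists of genes, 16 differed from the rest of the genes by camera with a preset correlation. In tumors, 6 were higher: proliferation (17 of 19 measured genes called higher), fatty acid synthesis (8 of 11), hypoxia and glycolysis (8 of 14, with 2 lower), ERK pathway output (7 of 14, with 1 lower), components of AKT, mTOR and ERK signaling (4 of 16) and housekeeping genes (3 of 8). The other 10 were lower. B and plasma cell genes were called lower for 9 of 9, T cell genes for 8 of 9, basal and myoepithelial genes for 9 of 10 and mast cell genes for 5 of 6. Immediate early genes were called lower for 11 of 13, fibroblast and matrix genes for 12 of 14, MHC class II genes for 5 of 6 and heat shock genes for 5 of 8. Neutrophil genes were called lower for 5 of 8 and hormone-sensing luminal genes for 2 of 7, with 1 called higher. The counts of genes of each list were the same when adjusted over the list alone. The remaining 11 lists did not pass, with adjusted p from 0.0603 (endothelium) to 0.885 (interferon response). They also comprised adipocyte, luminal epithelium, luminal progenitor, milk protein, macrophage, skeletal muscle, Schwann cell, complement and ERBB receptor and ligand genes. Among the narrow-set arrays, ERK pathway output (adjusted p = 0.0601) and components of AKT, mTOR and ERK signaling (0.439) did not pass. Endothelial genes passed there as lower (0.000213). Neutrophil genes were called lower there for 1 of 8, and hormone-sensing luminal genes for 0 of 7, with 1 called higher. Both of these lists still passed (0.0363 and 0.0403). With the correlation estimated from the residuals, camera called 0 lists among the narrow-set arrays (endothelial genes 0.291). With the filter on low signal, only proliferation and fatty acid synthesis were higher. There, 10 lists were lower, with endothelial genes passing and neutrophil genes not. Over all arrays, camera with the estimated correlation called 0 of the 27 lists, of which 16 passed with the preset correlation. The lowest adjusted p was 0.145.

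**Figure D2:**
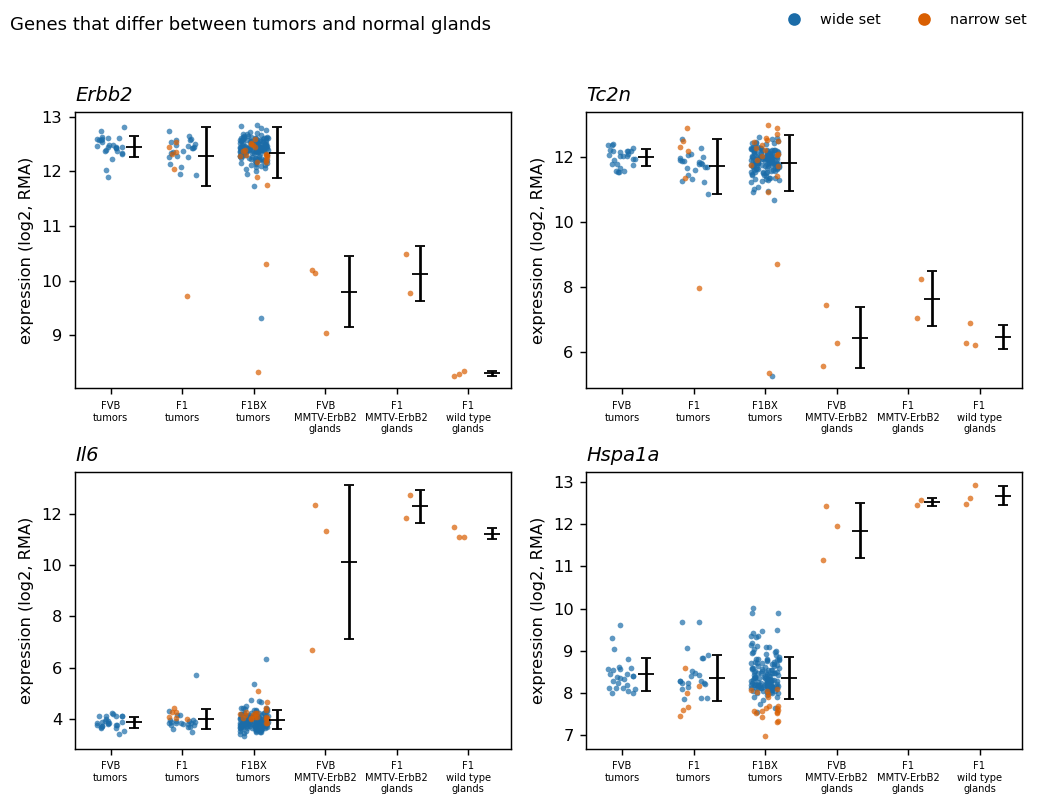
Expression of Erbb2, Tc2n, Il6 and Hspa1a (y axis, log2) in each tumor and normal gland (x axis). Points are arrays, colored by the narrow or wide set, and the bars beside them show the mean and SD of each group; Erbb2 has a mean of 12.35 in tumors and 9.32 in normal glands.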

Using a fold-change cutoff of 2 and false discovery rate ≤0.005 between normal mammary tissues and tumors, together with a standard deviation of 0.7 relative to the expression values of that gene across all samples, based on the gap statistic [21] the mouse tumors were classified in seven unsupervised clusters with prognostic significance based on a 782-gene mouse signature (mouse clusters from mouse signature (MCMS); Figure 3A; Table S6 in Additional file 1). Expression clusters 5 and 7 encompassed mice with the best prognosis in terms of latency and lifespan (Figure 3B). More than 50% of the tumors of FVB origin were in expression cluster 3, and F1 tumors were mainly located in clusters 1 and 2, pointing to the influence of the genetic background (Figure 3A).

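All arrays were clustered on the 1494 probe sets and divided into 7 clusters, numbered here from the most to the fewest arrays and not as in Figure 3A. Cluster 1 held 15 of the 26 FVB tumors (57.7%), 1 of the 28 F1 tumors (3.57%) and 33 of the 160 F1BX tumors (20.6%). The next largest share of the FVB tumors was 8 tumors in cluster 5. With 1 array per mouse, the cluster with most FVB tumors held 10 of 22 (45.5%), with Ward linkage 11 of 26 (42.3%), with PAM 9 of 26 (34.6%) and without centring each probe set 23 of 26 (88.5%). F1 tumors were spread more evenly, with 8 in cluster 3, 5 in cluster 6, 5 in cluster 7, 4 in cluster 4 and 3 in cluster 2. The background of the tumors was related to the cluster (chi-square statistic 44.7, p = 9.00e-05 in a permutation test that exchanged backgrounds between whole mice). All 21 tumors of cluster 7 were in the narrow set. The other 5 narrow-set tumors and the 8 normal glands were in cluster 4. When only the wide-set tumors were clustered, a setting chosen after seeing the data, 16 of 26 FVB tumors (61.5%) and 1 of 22 F1 tumors (4.55%) fell in the largest cluster (p = 0.00368, same permutation test). Without centring each probe set, where most tumors of every background fell in 1 cluster, the relation with the background did not hold (p = 0.595, same permutation test).
FVB and F1 tumors differed in 3232 probe sets at an adjusted p under 0.05, 967 higher and 2265 lower in F1 tumors. At an FDR of at most 0.005 and a fold of at least 2, there were 150, 108 higher and 42 lower in F1 tumors. Some probe sets repeat the values of others, and these 150 hold 97 different profiles, 55 of them higher in F1 tumors. All FVB tumors were in the wide set, and within it 4357 probe sets differed, 2055 higher and 2302 lower, of which 2076 were among the 3232. The share of higher probe sets also moved with quantile normalization of the deposited values, to 1198 higher and 1769 lower. It turned to 871 higher and 731 lower without the 6 F1 tumors named F1_ with a number, and to 1798 higher and 1737 lower with the array set as a block.
D17H6S56E-5 (probe set 10450374) had a log2 expression of 9.13 ± 0.35 (SD, n = 26) in FVB tumors and 11.86 ± 0.95 (SD, n = 28) in F1 tumors, a log2 fold change of 2.77 (standard error 0.368, adjusted p = 4.46e-09 from limma). The MHC class II gene H2-Eb1 (probe set 10444298) had 7.20 ± 0.15 (SD, n = 26) and 9.12 ± 0.67 (SD, n = 28), a log2 fold change of 1.97 (standard error 0.230, adjusted p = 8.96e-12). F21T3 and F21T4, by their labels tumors of 1 F1 mouse, had 8.76 and 8.96 of D17H6S56E-5, within the range of FVB tumors. F21T2, labelled as of the same mouse, had 12.68. In F1BX tumors both genes spread over the levels of FVB and F1 tumors, with 10.79 ± 1.54 (SD, n = 160) for D17H6S56E-5 and 8.24 ± 0.95 (SD, n = 160) for H2-Eb1. H2-Aa, H2-Ab1 and Cd74 were also higher in F1 tumors, by 0.79, 0.89 and 0.64 on the log2 scale, although Cd74 did not pass with 1 array per mouse. Sema3b, Trim12a, C1qtnf1, Myo7a, Zfp239 and Tbx15 were higher in F1 tumors, with log2 fold changes from 1.39 for Tbx15 to 1.95 for Sema3b. Npy (probe set 10538247) was lower in F1 tumors, with 7.25 ± 0.76 (SD, n = 28) against 10.12 ± 2.32 (SD, n = 26), a log2 fold change of -2.91 (standard error 0.473, adjusted p = 2.47e-06 from limma). Rdh12, Efhd1, Lao1, Vsnl1, Btn1a1, Gldc and Duox1 followed, with log2 fold changes from -2.46 for Rdh12 to -1.87 for Duox1. Among FVB tumors, Npy ran from 6.73 in P07T1 to 13.06 in P19T1. The difference in means thus did not hold for every FVB tumor. FVB tumors of 1 mouse could differ, with 6.90 in P10T1 and 12.46 in P10T3. The pairs P16T1 and P16T2 (6.92 and 11.82) and P21T1 and P21T4 (6.91 and 11.46) also differed. P15T1 and P15T2 were both high (11.37 and 12.37). Erbb2 did not pass the test (log2 fold change -0.18, adjusted p = 0.373).
By camera with the preset correlation, 3 of 27 lists were higher in F1 tumors. MHC class II genes had a median log2 fold change of 0.72 (adjusted p = 2.73e-06), with 4 of 6 called and 4 when adjusted over the list alone. B and plasma cell genes had a median of 0.22 (adjusted p = 0.000818), with 1 of 9 called and 6 when adjusted over the list alone. Macrophage genes had a median of 0.26 (adjusted p = 0.0231), with 3 of 11 called and 3 when adjusted over the list alone. None of the 3 held with an estimated correlation. Within the wide set, which holds all FVB tumors, B and plasma cell genes did not pass (median 0.12, adjusted p = 0.157, 1 of 9 called over the list alone), whereas MHC class II and macrophage genes did. Fibroblast and matrix genes passed there as higher in F1 tumors (adjusted p = 0.0292) and milk protein genes as lower (0.0310). None of the 4 lists called within the wide set held with an estimated correlation. Over the 3232 probe sets, F1BX tumors lay at a median of 0.612 of the way from FVB to F1 tumors (quartiles 0.508 to 0.721), and at 0.516 within the wide set. From the cluster that holds most FVB tumors and the clusters where F1 tumors mainly lie (Figure 3A), the paper proposes an influence of the genetic background.

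**Figure D3:**
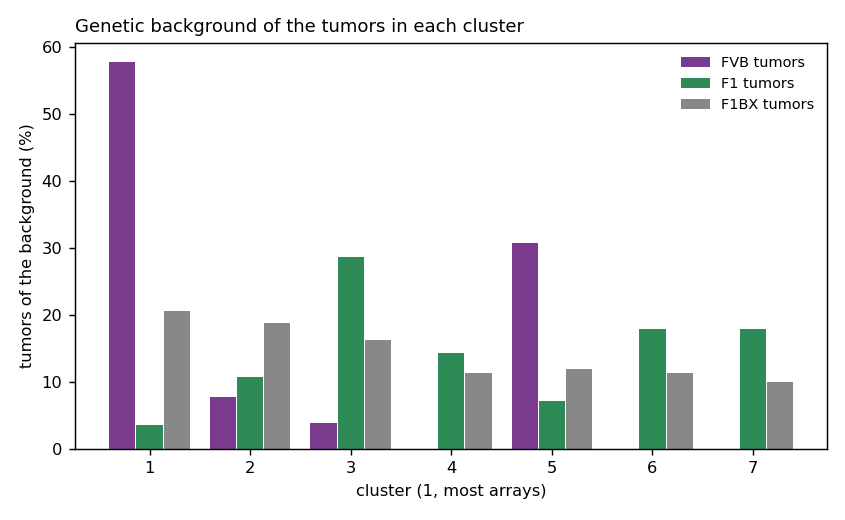
Percentage of the FVB, F1 and F1BX tumors (y axis) in each of the 7 clusters (x axis), numbered from the most to the fewest arrays. Cluster 1 holds 57.7% of the FVB tumors and 3.57% of the F1 tumors.

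**Figure D4:**
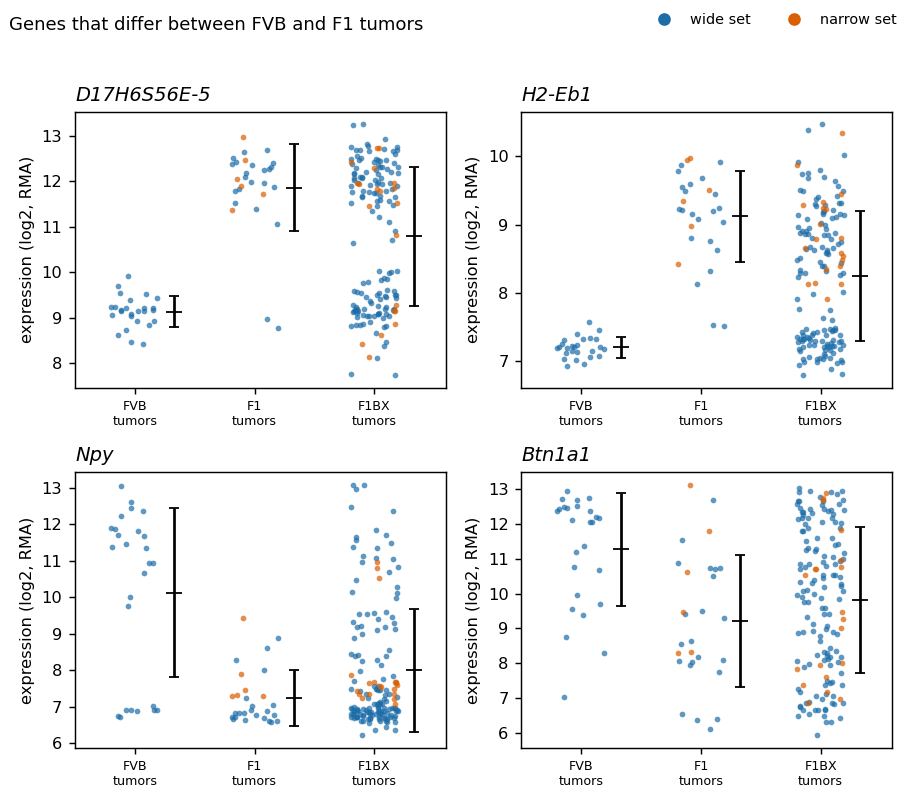
Expression of D17H6S56E-5, H2-Eb1, Npy and Btn1a1 (y axis, log2) in each tumor by background (x axis). Points are arrays, colored by the narrow or wide set, and the bars beside them show the mean and SD; H2-Eb1 has a mean of 7.20 in FVB tumors and 9.12 in F1 tumors.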

**Figure 3:**
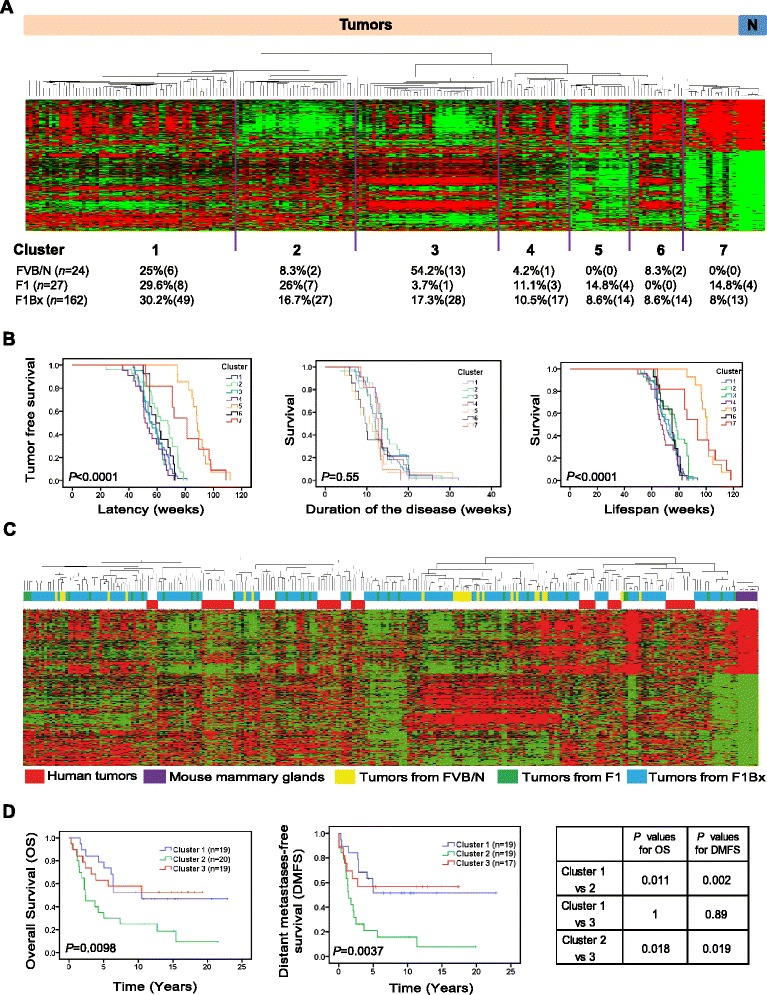
**Transcriptomic expression patterns from mouse and human tumors. (A)** Unsupervised clusters of mouse tumors based on a signature of 782 transcripts that defined seven mouse clusters derived from the mouse signature (MCMS; top). A list of transcripts included in this signature is provided in Table S6 in Additional file 1. The percentage and absolute number of tumors from FVB, F1 and F1BX mice included in each cluster are indicated at the bottom. ‘N’ means normal mammary glands. **(B)** The MCMS identified had prognosis implications in terms of latency and lifespan. The best prognosis MCMS clusters were 5 and 7. **(C)** Mouse and human tumors clustered together independently of the species of origin. The x-axis with the identification numbers is amplified in Figure S2 in Additional file 2. **(D)** Part of the mouse signature was able to classify human ERBB2 tumors in three clusters of prognosis. We include the list of 354 transcripts in Table S8 in Additional file 1 together with the heat map in Figure S3A in Additional file 2. The Kaplan-Meier curves show the different behavior of these clusters of human breast cancer regarding distant metastases, relapse and survival.

We have already observed some similarities between mouse and human tumors regarding disease evolution - that is, the tumors that appear earlier are more aggressive [19,20]. Interestingly, in the literature we discovered that most of the QTLs identified had homologous syntenic regions in humans related to breast cancer or other tumor types (Table S7 in Additional file 1 and supplementary references listed therein and shown in Additional file 3). Accordingly, we also compared the gene expression patterns of mouse tumors with human ERBB2 breast cancers available from Staaf *et al.* [3]. Interspecies unsupervised cluster analysis between mouse and human tumors revealed that the similarities between tumors from the same cluster were more marked than among tumors from the same species (Figure 3C). By measuring the distances in the dendrogram, we identified the samples closest to the human subgroups. The eight subgroups of human samples (red) were grouped with clusters of tumors formed mainly by backcross and F1 tumors (blue), but rarely of FVB origin (Figure S2 in Additional file 2). This indicates that tumors originating in mice with a heterogeneous background are more similar to human tumors than those originating in the FVB inbred strain. Moreover, 354 out of 782 transcripts were also found in the ERBB2 human transcriptional data [3] (Table S8 in Additional file 1). This 354-gene mouse signature allowed a classification of human tumors in three different clusters with significant differences in prognosis, in agreement with Staaf *et al.* [3] (Figure 3D; Figure S3A in Additional file 2), and, vice versa, the human signature also permitted mouse tumors to be classified in terms of prognosis (mouse clusters from human signature (MCHS)) (Figures S3B,C and S4A in Additional file 2). This suggests a similar pattern of gene expression between human and mouse ERBB2 tumors. Moreover, the distribution of human tumors among the three clusters identified with the mouse signature overlapped the clusters identified by Staaf *et al.* (*P* = 1.05 E^−8^; *R* = 0.667; Figure S3A in Additional file 2).

We then wondered whether the prognostic clusters of mouse tumors previously defined (Figure 1D) were enriched in particular expression signatures. As expected, the clinical cluster 4, with the best prognosis (shown in Figure 1D), mainly overlapped the gene expression cluster 5, shown in Figure 3A,B, obtained with the mouse signature (MCMS 5) (Figure S4B in Additional file 2). The tumors from clinical clusters 1, 2 and 3 were not preferentially located in any cluster of gene expression. They were more or less randomly distributed, mainly among the expression clusters 1, 2, 3, 4 and 6 (Figure S4B in Additional file 2), which is in agreement with the overlapping curves of latency of these clusters shown in Figure 4B. This indicates the absence of significant differences among them.

**Figure 4:**
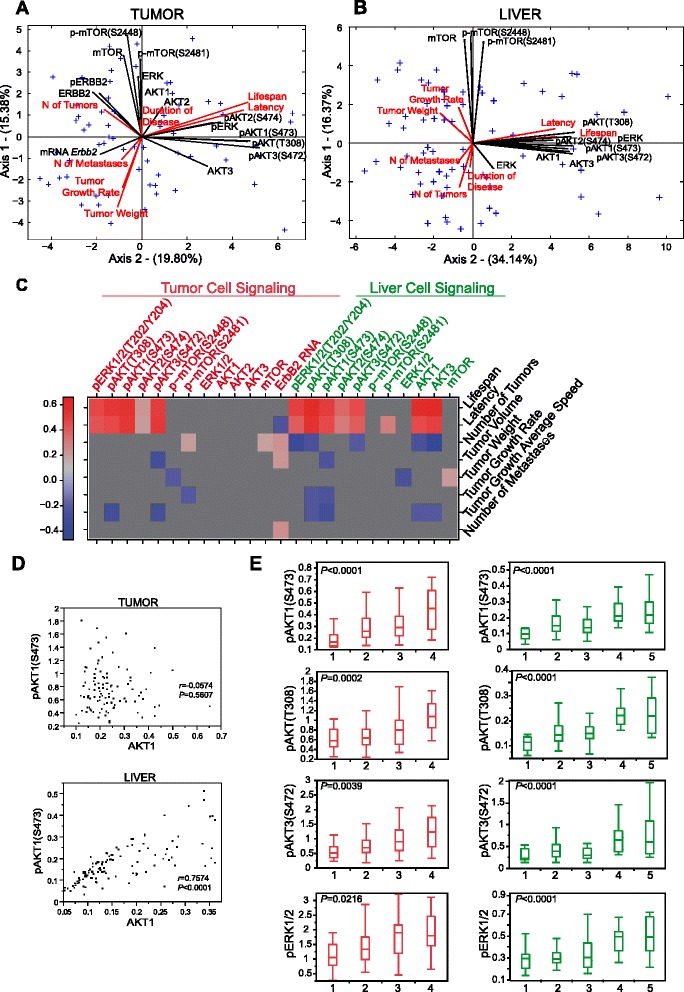
**Associations among signaling molecules from tumors and livers, and tumor pathophenotypes. (A,B)** Multivariate analysis revealed relationships among tumor pathophenotypes and representative molecules from signaling pathways obtained from tumors (A) and liver (B). We show analogous biplots representing only the signaling proteins from tumors and livers without pathophenotype variables elsewhere (Figure S5A,B in Additional file 2). **(C)** Schematic of the correlations between specific signaling molecules from tumors and livers, together with different tumor traits. All correlations with *P* < 0.05 were included. The correlation coefficient *r* is represented by a red-blue scale and for non-significant correlations is represented homogeneously in gray. We show the complete information from this figure in Table S9 in Additional file 1. **(D)** Correlation between pAKT1 and total AKT1 in liver and tumors. There was a strong correlation between total and phosphorylated levels of AKT1 in liver (*P* < 0.0001), but not in tumors. As indicated in the manuscript, this means that the pAKT/total AKT ratio in the liver is constant, but not in the tumors, indicating that the percentage of total AKT phosphorylated in the livers of these mice is always the same, while in the tumors it is random. **(E)** Distribution of some protein signaling molecules from tumors and livers across the different prognosis clusters. Note the similarities between these signaling molecules from tumors (red) and livers (green) regarding differential statistically significant levels among prognosis clusters. We include further, similar examples in Figure S5C in Additional file 2. The values represented in (D) are provided in Table S10 in Additional file 1.

It is important to highlight that the similarity of tumor behavior in the F1BX and F1 mice and human patients with regard to some aspects of clinical, genomic and gene expression levels suggests the importance of F1BX studies to extrapolate additional knowledge to the human population.

### Differences in specific signaling molecules downstream of ERBB2 are associated with heterogeneous susceptibility to and progression of breast cancer

ERBB2 is essential in initiating and driving breast cancer progression [22]. Thus, we wondered whether different levels of *ErbB2* expression in tumors might also contribute to variations in breast cancer pathophenotypes in mice. We found a weak negative correlation between *ErbB2* RNA levels and tumor latency, and positive associations with the number of tumors and metastases (Figure 4A,C; Table S9 in Additional file 1).

We then wondered whether different levels of some specific signaling molecules downstream of ERBB2 might influence susceptibility to and progression of breast cancer among mice. The global scenario of associations among some representative molecules of these pathways evaluated by principal component analysis revealed that they were associated to different extents with breast cancer pathophenotypes. For example, these phospho (p)-proteins, except p-mTOR, were positively correlated with latency and lifespan, but were negatively related to metastasis and tumor numbers (Figure 4A,C; Table S9 in Additional file 1). These signaling molecules from tumors were also able to distinguish among previously described clusters of prognosis. More distant clusters showed more molecular differences than those close to each other. For example, the poor prognosis cluster 1 was different from the good prognosis cluster 4 in having significantly lower levels of activated pAKT1(S473) (*P* = 0.0003) and pAKT(T308) (*P* < 0.0001), among others (Figure 4E; Table S10 in Additional file 1), and the poorest prognosis clusters 1 and 2 were those with the highest levels of *ErbB2* RNA (Table S10 in Additional file 1; Figure S5C,D in Additional file 2).

In agreement with previous studies in patients and different types of cancer [23-25], tumor pERK_1/2_ levels were found to be positively associated with mouse lifespan and latency (*P* < 0.0001; Figures 4A,C and 5A; Table S9 in Additional file 1). Consistent with this defect in ERK_1/2_ activation in short latency tumors, the phosphorylation (and hence activation) of p-p90RSK(S380) and pMSK1(T581), known downstream mediators of ERK signaling, was impaired. Furthermore, the levels of pMEK were also low in short latency tumors, despite the normal activation of C- and B-RAF, indicating a partial blockage in the phosphorylation step between RAF and MEK. We evaluated the status of several scaffolding proteins, such as KSR1 and 2, which modulate RAF/MEK/ERK phosphorylation [26]. Breast tumors with a short latency and low levels of pERK_1/2_ and pMEK showed low levels of total KSR1 and 2, consistent with the reduced phosphorylation of MEK and ERK_1/2_ (Figure 5B).

**Figure 5:**
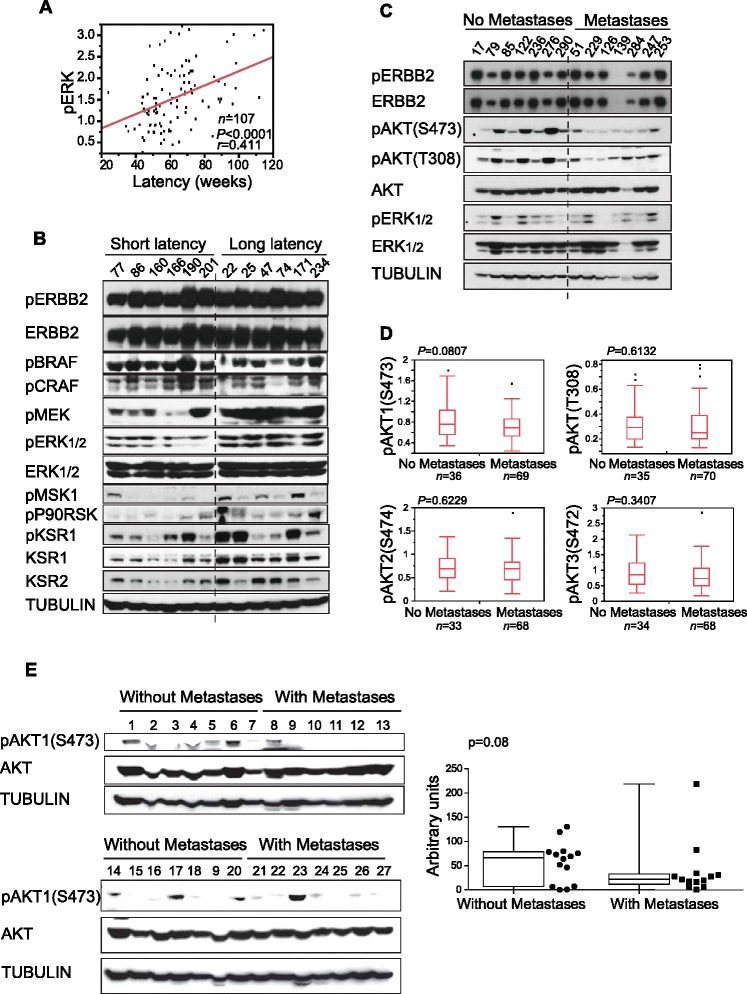
**Analysis of representative signaling molecules from pathways downstream of ERBB2 in the tumors. (A)** Positive correlation between levels of pERK_1/2_ (ELISA) and tumor latency. **(B)** Evaluation of upstream and downstream elements from the ERK_1/2_ pathway in tumors with short and long latencies. Tumors with a short latency show low levels of pERK_1/2_ and pMEK and lower levels of KSR_1/2_. **(C)** Evaluation of some elements of signaling pathways downstream of ERBB2 in F1BX tumors with and without lung metastases. Tumors that metastasize to the lung show low levels of pAKT(S473). We explored the AKT pathway to clarify this defect (Figure S6A in Additional file 2). This effect was not present in mice with a homogeneous genetic background (Figure S6B in Additional file 2). **(D)** The main pAKT isoform associated with dissemination to the lung in the F1BX population was pAKT1 (ELISA). **(E)** Breast tumors of human origin that disseminated show low levels of pAKT compared with those that did not metastasize.

High levels of pAKT(T308), pAKT1(S473) and pAKT3(S472) were associated with lifespan and tumor latency (*P* < 0.0001, for whichever pair was evaluated; Figure 4C; Table S9 in Additional file 1). Within a population of breast tumors with the same latency and similar levels of pERK_1/2_, there was a subpopulation that metastasized to the lung and showed low levels of pAKT(S473) (Figure 5C). Evaluation of different AKT isoforms in tumors from the backcross animals demonstrated that the isoform responsible for this difference was mainly pAKT1(S473) (Figure 5D), which highlights the importance of generating specific AKT isoform inhibitors. Unfortunately, we were unable to identify the mechanism responsible for this hypophosphorylation of AKT1(S473) (Figure S6A in Additional file 2). Furthermore, we failed to detect any changes in pAKT levels in tumors from the FVB and F1 mice with different numbers of lung metastases, showing that this effect only took place in the F1BX population (Figure S6B in Additional file 2). Breast tumors from patients that had metastases had discretely lower levels of pAKT1(S473), similar to tumors from the backcross mice (Figure 5E), which highlights the similarity between breast tumors from human and mice in this respect.

### Specific signaling molecules are controlled in a genetic background-dependent manner in breast tumors and livers

We evaluated the influence of the genetic background on the heterogeneous levels of some representative molecules specific to pathways downstream of ERBB2. We found differential protein levels between tumors from FVB and F1 mice, such as mTOR (*P* = 0.0014) or p-mTOR(S2448) (*P* = 0.030), among others (Table S11 in Additional file 1). In the F1BX mice we identified a number of tumor-signaling QTLs (tsQTLs) that could control the heterogeneity of some of those signaling molecules. Thus, for instance, a locus on chromosome 9 (tsQTL5) was simultaneously associated with the phosphorylation of the threonine 308 residue in AKT and serines 473 and 474 in AKT1 and AKT2, respectively (Figure 6; Table S12 in Additional file 1). The locus on chromosome 13 associated with total AKT3 levels (tsQTL11) shared the same marker peak as tQTL3, related to tumor latency, lifespan and tumor incidence, suggesting that the effect of tQTL3 could occur through the regulation of total AKT3 levels. Thus, despite the effect of the oncogene and the somatic progression of the tumors, we were able to detect the influence of the genetic background in the levels of these signaling molecules in breast cancer.

**Figure 6:**
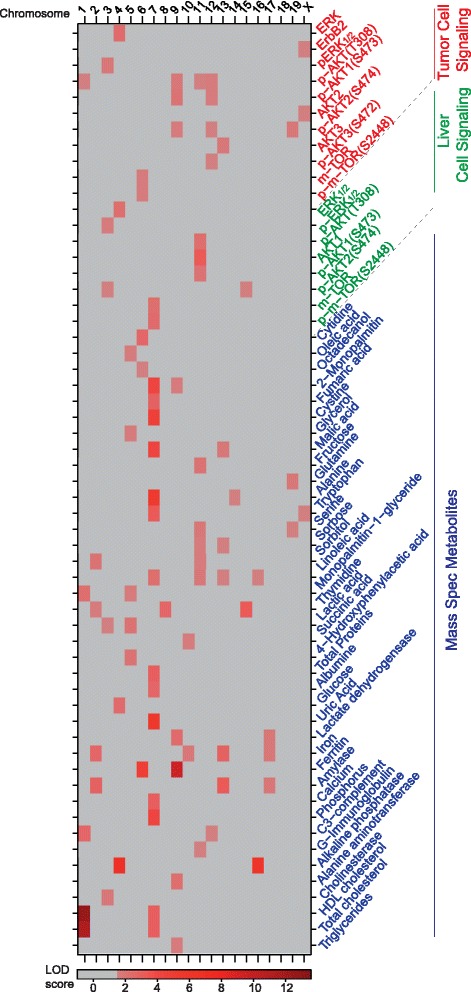
**The heat map summarizes QTLs associated with different subphenotypes, including signaling pathways from tumors and liver, and serum moieties.** LOD scores <1.5 are represented homogeneously in gray. The data depicted here can also be found in Tables S12, S14 and S21 in Additional file 1. HDL, high-density lipoprotein.

We then asked ourselves whether the influence of the genetic background in these signaling molecules was also present in other tissues, such as liver, spleen or kidney. The parental C57BL/6, FVB and F1 mice already showed differences in the levels of a number of some signaling molecules, such as pAKT1(S473) in kidney (*P* = 0.0019), pAKT(T308) in spleen (*P* = 0.0077) and pERK_1/2_ in liver (*P* = 0.027) (Table S13 in Additional file 1). Intriguingly, the FVB and F1 mice showed differences in signaling levels that were parallel in the different tissues; for instance, the F1 mice had higher levels of pAKT1(S473) than the FVB mice in liver, spleen and kidney. Moreover, the same differences were observed in tumors. Thus, the changes between F1 and FVB at these molecular signaling levels in tumors seemed to mirror what had taken place in other tissues. This suggests that the genetic background could influence these protein levels in the same way in several normal tissues and tumors (Figure S8 in Additional file 2). Accordingly, to further study the influence of the genetic background on protein levels in normal tissues, we evaluated the signaling molecules in livers from the whole F1BX population. We identified a number of possible liver signaling QTLs (LsQTLs; Figure 6; Table S14 in Additional file 1), but few of these overlap with tsQTLs, such as LsQTL3 and tsQTL6, indicating that the genetic control of these signaling molecules could in part be tissue-specific (Figure 6).

### Some signaling molecules in tumors and livers show similar patterns and are associated with breast cancer progression

Despite the observation of different QTLs related to signaling molecules in livers and breast tumors, the architectures of the associations among specific molecules in both tissues were similar (Figure 4A,B; Figure S5A,B in Additional file 2). For example, in both livers and tumors the levels of pERK_1/2_ and different pAKT isoforms were strongly correlated with each other in each tissue (*P* < 0.0001; Tables S15 and S16 in Additional file 1). In fact, although we failed to detect the ERBB2 protein in liver (Figure S5F in Additional file 2), we did note a number of obvious pair-wise correlations between certain signaling molecules from both tissues, particularly evident for pAKT(T308) (*P* < 0.0001), indicating that the levels of this moiety in tumors and livers would be very similar (Table S17 in Additional file 1). This can be seen in the biplot analysis in Figure S5A,B in Additional file 2. Indeed, the global correlations among certain specific signaling molecules in livers were analogous to those observed in tumors. The main difference was that livers showed a good association between the total levels of AKT isoforms and their phosphoprotein counterparts. Thus, there was a strong correlation between the total and phosphorylated levels of AKT1 in liver (*P* < 0.0001), but not in tumors. This indicates that the pAKT/total AKT ratio in liver was constant, whereas this was not the case in tumors. Accordingly, the percentage of total AKT phosphorylated in the livers of these animals is always the same, while in tumors it is random (Figure 4D).

Moreover, in both breast tumors and liver the same signaling molecules were related to variability in tumor pathophenotypes. These included pERK_1/2_ and different pAKT isoforms, both related to tumor latency and lifespan (*P* < 0.0001 for whichever pair was evaluated) (Figure 4C; Table S9 in Additional file 1). Principal component analysis revealed that the relationships among breast tumor pathophenotypes and the signaling molecules were also similar (Figures 4A,B). Moreover, the signaling molecules in the liver also defined the previously described prognostic clusters and allowed them to be discriminated (Figure 4E; Table S10 in Additional file 1; Figure S5C,E in Additional file 2).

### Serum metabolites measured before the onset of breast cancer are associated with prognosis

A close connection has been described between some of these signaling molecules (for example, AKT and mTOR) and metabolic processes [27,28]. Here, we observed an association between signaling proteins from liver and tumor traits and the influence of the genetic background in both of them. We therefore evaluated whether there were any metabolic differences determined by the genetic background among the F1BX mice that might help to predict the variability in tumor characteristics. To address this issue, we determined a number of metabolites in serum collected from the backcross mice at 3 months of age, before the first occurrence of tumors. We identified a number of serum metabolites that were correlated with the behavior of different breast tumor pathophenotypes. For example, the serum levels of N-acetyl-D-mannosamine were negatively associated with lifespan (*P* = 0.007) and latency (*P* = 0.009); cysteine was negatively associated with the duration of disease (*P* = 0.0002), and linoleic acid and sorbitol were negatively associated with the number of metastases, among others (Table S18 in Additional file 1; Figure S7A in Additional file 2).

We also evaluated a number of standard biomarkers routinely determined in clinical practice in humans. A number of these common markers were also found to be significantly associated with the behavior of different breast tumor pathophenotypes. For example, lifespan was positively related to body weight (*P* = 0.0016), total proteins (*P* = 0.018) and glucose, whereas it was negatively associated with amylase levels (*P* = 0.02). Some markers, such as calcium, magnesium, and C3-complement, were associated with tumor numbers (Table S19 in Additional file 1; Figure S7A in Additional file 2).

In addition, we also report the global scenario of associations among the serum markers and other subphenotypes connected to each tumor pathophenotype (Figure 7A,B; Figure S7B in Additional file 2). Some of these potential serum biomarkers also defined the prognostic clusters described above. For example, maltose levels could differentiate between clusters 2 and 4 (*P* = 0.016), and mannitol between clusters 2 and 3 (*P* = 0.033), among others (Figure 7C; Table S20 in Additional file 1). Thus, the genetic background influenced the serum concentrations of some of these serum moieties associated with tumor behavior and we identified a number of metabolic QTLs (mQTLs) associated with them (Figure 6; Table S21 in Additional file 1).

**Figure 7:**
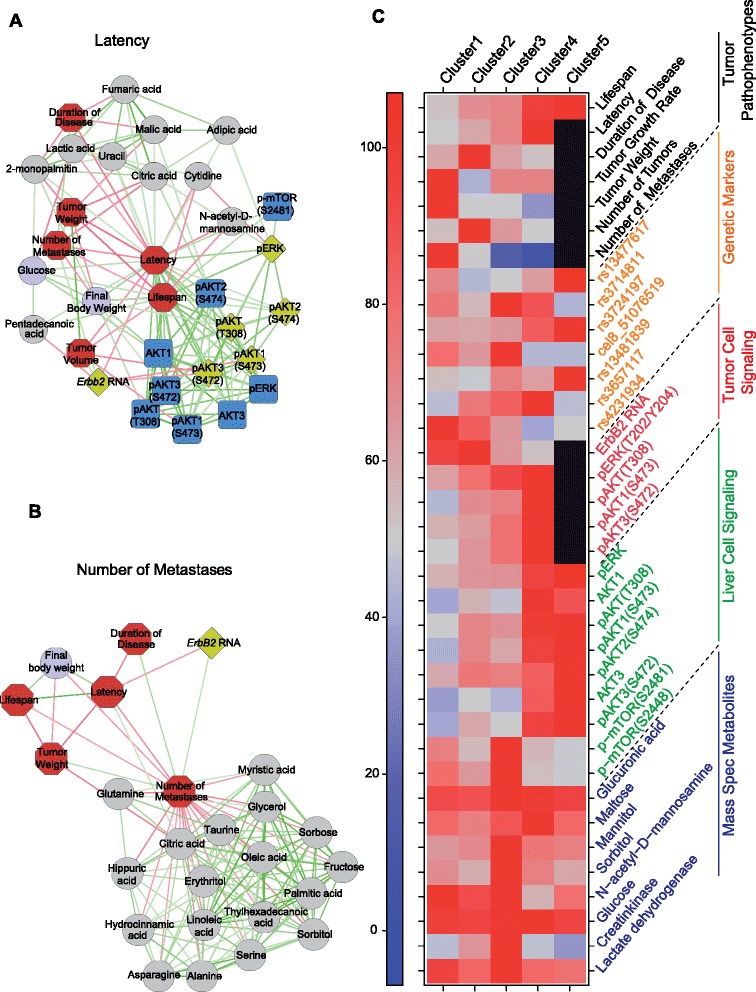
**Global scenario of subphenotypes associated with different tumor pathophenotypes and clusters of prognosis. (A,B)** Networks of subphenotypes associated with latency **(A)** and number of metastases (B). Red edges indicate a negative correlation, green edges a positive correlation. All simple correlations with *P* < 0.05 and *r* > 0.3 were included (Cytoscape Software). Other examples are shown in Figure S7B in Additional file 2. **(C)** This figure summarizes the distribution of tumor pathophenotypes and different levels of subphenotypes through the clusters of prognosis. The values of the data integrated here can be found in Tables S3, S5, S10 and S20 in Additional file 1. In the case of tumor pathophenotypes, signaling pathways and metabolites, the median is represented as a percentage of the highest value in each row. For genetic markers the percentage of mice that are heterozygotic in each cluster is shown. Non-applicable traits are represented in black.

Finally, we integrated the interactions among molecular elements from these different levels associated with the variability in disease susceptibility and progression in a single scenario (Figure 8A; Additional file 4). To better define the variability of the disease regarding tumor latency and disease duration, we implemented two Cox regression models and two corresponding prognostic indices, including genetic markers, tumor traits and signaling and metabolic levels as risk-predictor variables (Figure 8B,C; Table S22 in Additional file 1). All these results show that the heterogeneity of disease behavior among mice can be better explained by taking several levels of variability into account simultaneously.

**Figure 8:**
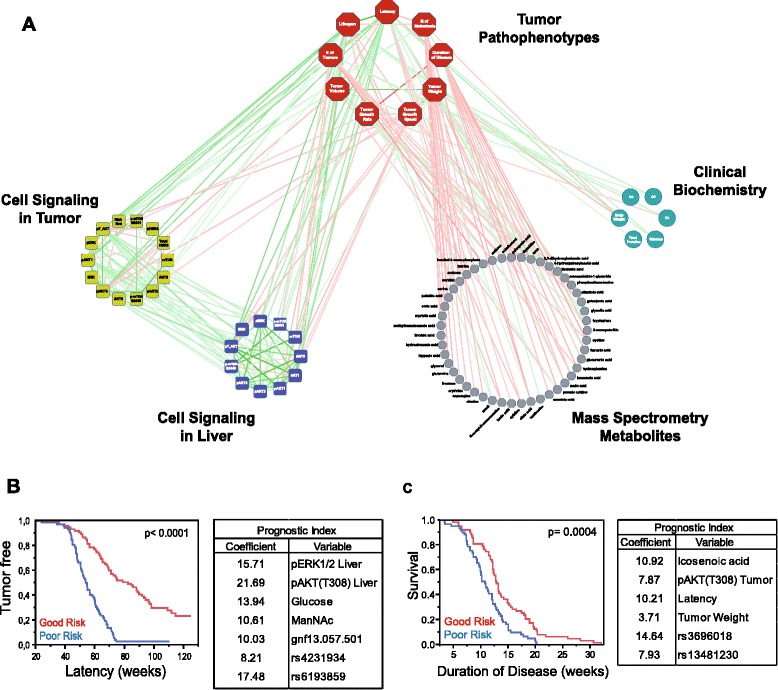
**Global scenario of multiple associations at different molecular levels. (A)** Network representation with tumor pathophenotypes (red octagons), tumor and liver cell signaling (yellow and blue squares, respectively), serum markers from mass spectrometry (gray circles) and clinical biochemical markers (green circles). Red edges indicate a negative correlation, green edges a positive correlation. All simple correlations with *P* < 0.05 and *r* > 0.3 were included. The Cystoscape document with all this information is included as Additional file 4. It should be opened with Cystoscape version 3.1.0. Readers can zoom in on and visualize all specific associations with the freely available Cytoscape software (see Material and methods section). **(B,C)** We constructed prognostic indices with the variables that predicted tumor latency **(B)** and duration of disease or survival with tumor **(C)**. In both models, mice were ranked according to their risk score and divided into two groups (good and poor risk) using the median risk score as cutoff. We show additional information in Table S22 in Additional file 1. The genetic markers used in these prognostic indices were gnf13.057.501 in tQTL 3, rs4231934 in tQTL 4, rs6193859 in tQTL 1, rs3696018 in tQTL 8, and rs13481230 in tQTL 11. ManNAc, N-acetyl-D-mannosamine.

## Discussion

Breast cancer induced by ERBB2 exhibits a broad and heterogeneous range of clinical progression in different patients [3]. Explaining why individuals who seem to suffer from the same histopathological disease show a different clinical progression is one of the main problems to be understood. Here, we tackled this question with a systems biology approach in a heterogeneous population of mice that developed ERBB2-positive mammary cancer with varied susceptibility and progression. We report a global scenario of complex interactions at cellular and systemic levels that accounts for the heterogeneity in ERBB2-breast cancer behavior and susceptibility. We integrated these different molecular levels to better define cancer prognosis. Thus, we identified multiple associations between specific breast cancer pathophenotypes at different molecular levels. We defined the specific prognosis of each individual mouse based on different pathophenotypes and, based on this, we classified each one in precise clusters of prognosis. These clusters were identified by principal component analysis and demarcated considering the progression of different pathophenotypes together. We then identified the associations at the genomic, transcriptomic, molecular signaling and metabolic levels associated with the progression of both each individual pathophenotype and each prognostic cluster. Thus, we individualized the prognosis of each different mouse regarding the progression of breast cancer, which is the main goal of personalized medicine.

Importantly, the model used here showed some similarity to the behavior of the disease in the human population, such as the development of less aggressive tumors in older mice, the fact that human and mouse ERBB2 tumors partially share gene expression signatures and that, at the protein level, mouse and human mammary tumors that did not disseminate along their progression show high levels of pAKT1(S473).

We noted that the architecture of associations among pERK_1/2_ and pAKT was similar in mammary tumors and livers from the backcrossed mice, and in both tissues pERK_1/2_ and pAKT showed similar associations with different disease pathophenotypes. Although the expression of the mouse mammary tumor virus (MMTV) promoter in different mouse models is not restricted to mammary tissue [15,29], we ruled out the presence of the ERBB2 protein in the liver. This indicates that ERBB2 oncogenic activity in tumors would not modify the global associations among some of these signaling molecules very much. However, there were also important differences; whereas the phosphorylated forms of ERK and AKT showed similar behavior, in terms of statistical associations, in tumors and livers, the case for total levels of ERK and AKT was completely different. Thus, whereas in livers there was a perfect correlation between total and phosphorylated forms, in the tumors there was no correlation at all, and hence they formed an approximately 90° angle in the biplot structure. This was particularly evident for the AKT1 isoform (Figure 4D). We do not know the reason for this different behavior of the AKT1 molecule between tumors and livers. It could be due to ERBB2 overexpression in the tumors, which might interfere with AKT1 phosphorylation. Overexpressed ERBB2 in the tumors could in turn increase the levels of pAKT1 in a non-regulated manner - that is, random - whereas in the livers the levels of pAKT1 would still be tightly regulated and constant without interference from ERBB2 overexpression.

Levels of activated pAKT and pERK_1/2_ in breast tumors would be determined by two main mechanisms: signaling from the ERBB2 oncoprotein itself, and signaling from other receptors and pathways normally present in the cell. These other receptors could influence the absence of positive correlations between ERBB2 and the phospho-proteins in tumor cells. Moreover, the existence of a negative correlation between ERBB2 and some of these phospho-proteins suggests that the pattern of correlation among them may be determined previously by a selection pressure in favor of cells with lower levels of ERBB2 expression and higher levels of phospho-proteins induced by other receptors. These increased levels of pAKT and pERK_1/2_ would be present not only in tumors but also in liver, and perhaps other tissues, due to a common general regulation. Thus, the expression levels of some molecules from different signaling pathways were similar in tumors and organs from F1 and FVB mice (Figure S8 in Additional file 2). In agreement with this possibility is the fact that even when the oncoprotein was not detected, as in liver, the same associations between pAKT and pERK_1/2_ and different breast cancer pathophenotypes were still present in the backcross population. As expected, the mice with a good prognosis were characterized by low levels of *ErbB2* in breast tumors but, surprisingly, also with high levels of pERK_1/2_ and pAKT in both tumors and liver. The fact that pERK_1/2_ and pAKT were increased in both breast tumors and livers from mice with long-latency disease would indicate that mice with naturally higher levels of pAKT and pERK_1/2_ would be more resistant to developing breast tumors induced by ERBB2.

It has been described that the expression of ERK_1/2_ in human breast cancer is heterogeneous and the implications of this for prognosis are controversial [23,30]. Our data indicate that high tumor levels of ERK_1/2_ activation were positively correlated with lifespan. Different studies have implicated high levels of pERK_1/2_ in good prognosis in breast cancer and other types of tumor [23-25]. In our study, the levels of pERK_1/2_ in tumors and liver were positively correlated with tumor latency and less aggressive tumors. In agreement with our findings, it has been suggested that ERBB2-positive tumors that are pERK_1/2_-positive tend to appear in older patients, while pERK_1/2_-negative tumors would predominate in younger individuals [31]. Additionally, high pERK_1/2_ levels have been linked to a significantly higher relapse-free survival rate [23,32]. Regarding metastases, different groups have reported that AKT1 down-regulation by short hairpin RNA in human breast cancer cell lines or its complete elimination by crossing *MMTV-ErbB2* mice with *Akt1* knockout animals leads to a higher rate of dissemination [33,34]. Here, we show that a site-specific phosphorylation defect at serine 473 of AKT1, with normal levels of total AKT1, is associated with higher metastatic capability, and this could help to explain the heterogeneity of this pathophenotype in the backcross population. Interestingly, breast tumors from patients that suffered metastases showed similar behavior in this aspect (Figure 5E).

We detected differences between specific mouse strains in the levels of some components of the AKT/mTOR pathway in liver tissue that are of great importance in metabolism [27,28]. We also identified serum biomarkers before the onset of the disease, associated with the behavior of tumors in mice. In the literature, some of them have already been reported to be modified in the serum of patients with different tumor types (for example, different fatty acids, taurine, inositol, and so on), but our results suggest that these metabolites would not only be useful as tumor progression biomarkers [35,36], but might also be used as predictors in disease-free individuals. We also found associations with a number of metabolites not previously identified as biomarkers, but at some level directly or indirectly related to breast or other types of cancer (Table S18 in Additional file 1 and supplementary references therein); however, more studies are needed to confirm their usefulness as tumor biomarkers.

We observed that ERBB2-induced breast cancer heterogeneity was associated with different molecular subphenotypes at the level of both the tumor pathophenotypes and the prognosis clusters (Figure 7; Figure S7B in Additional file 2). We also identified tQTLs related to the clinical progression of the disease and others associated with different subphenotypes (tsQTLs, LsQTLs and mQTLs), but we only detected a few overlapping QTLs associated with tumor traits and subphenotypes (Table S23 in Additional file 1). This loss of overlapping QTLs between subphenotypes that correlate could be associated with the ‘missing heritability’ described in the susceptibility of complex diseases, which remains a matter of controversy [37,38]. tQTLs associated with tumor progression are detected only if they exceed a particular threshold of linkage [39,40]. These tQTLs influence the heterogeneous behavior of known or unknown subphenotypes, which in turn determine the progression of tumor pathophenotypes. Additionally, the progression of each tumor pathophenotype is influenced by a number of subphenotypes at different levels (Figure 8A; Figure S9 in Additional file 2), each also modified by several QTLs. It is possible that most such subphenotypic QTLs might not be detected as tQTLs because their effect at the tumor level would be very small, and hence it would not be possible to detect their individual influence (Figure S9 in Additional file 2). Thus, it would not be feasible to capture the entire genetic variability of breast cancer (the same would be true for any other complex diseases) directly at the DNA level. This is in agreement with the fact that the multivariate regression models proposed, considering different tumor traits and molecular levels simultaneously, explain the heterogeneous susceptibility and progression of the disease better (Figures 8B,C; Table S22 in Additional file 1; Figure S9 in Additional file 2). The identification of QTLs that control different subphenotypes at different molecular and pathophysiological levels related to the disease could provide a way to identify part of the ‘missing heritability’. Additionally, the associations among all these subphenotypes establish a network of intra- and inter-level interactions leading to a systems biology structure [5,6], whose interpretation should permit a better understanding of disease variability among patients and allow more personalized medical care.

## Conclusions

Progress toward more personalized medicine in cancer patients requires new strategies to analyze the underlying factors determining their heterogeneous clinical evolution. We considered different clinical manifestations of ERBB2-positive mammary cancer as the result of multiple associations at different molecular levels from a systems biology perspective. We integrated genetic, transcriptomic, cell signaling and metabolic profiles to predict clinical outcomes in a population of mice with heterogeneous susceptibility to breast cancer. With this approach we modeled the heterogeneous behavior of the disease among the mice, considering not only the genetic level, but also several molecular layers and tumor traits simultaneously. The generation in human patients of similar structural networks formed by associations among different molecular subphenotypes related to different susceptibility and progression to breast cancer could reflect the global prognosis of the disease better than genetic markers alone or any other individual marker. In addition, the generation of these networks in heterogeneous populations of mice of controlled genetic and phenotypic variability could help identify the underlying molecular components that should contribute to these networks in human studies. For example, it would be interesting to evaluate the association between the levels of signaling molecules such as AKT and ERK in normal tissues and breast cancer susceptibility. The interpretation in human populations of these systems biology interactions should permit a better understanding of disease variability among patients and help towards a more personalized mode of medical care.

## Materials and methods

### Animals

All mice were housed in the Animal Research Facility of the University of Salamanca. All practices were accepted by the Institutional Animal Care and Bioethical Committee. FVB mice carrying the *ErbB2* protooncogene under the control of the mouse mammary tumor virus (MMTV) 3′promoter [15] were obtained from Jackson laboratories, and wild-type FVB/N and C57BL/6 mice were purchased from Charles River. Female mice were weaned at 3 to 4 weeks of age and analyzed for the inheritance of the *ErbB2* transgene. F1BX mice were generated by mating C57BL/6 males with *MMTV-ErbB2* transgenic females from a FVB genetic background; the transgene-positive F1 males generated were mated with FVB non-transgenic females. We generated 147 *ErbB2* F1BX mice. All mice were maintained in ventilated filter cages under specific-pathogen-free conditions and were fed *ad libitum*.

### Patient samples

Human primary breast tumors were collected at the University Hospital of Salamanca, Salamanca, Spain. The collection and the use of patient samples were approved by the institutional ethics review board of the University Hospital of Salamanca. Written informed consent for research using these tumor samples was obtained from all patients. Fresh human tumor tissue samples were obtained at the time of surgical resection of patient tumors. The samples were immediately snap-frozen in liquid nitrogen and then stored at −80°C in a freezer before use. Hematoxylin and eosin stained slides of frozen human tumor tissues were examined by the pathologists involved in the study to ensure that the tumor tissues selected had high-density cancer foci (>80%).

### PCR screening

PCR of the MMTV 3′ long terminal repeat promoter was used to detect the *ErbB2* transgene in positive mice, based on the method previously described by Gendler and colleagues [17]. The presence of the *ErbB2* transgene was detected by PCR on tail DNA. PCR was performed in a total volume of 25 μl in 200 μl PCR tubes or 96-well plates, with the following reagents: 2.5 μl of 10× PCR buffer with 1 mM MgCl_2_ (Takara, Otsu, Shiga, Japan) 200 μM dNTPs (Takara ), 5 μM 5′-CAGGTGCAAGCACTATTGACC-3′ and 5 μM of 5′-CTCAGAGCTCAGATCAGAACC-3′, 10 units of Taq polymerase (Takara), and ddH2O, 1 μl of DNA (approximately 200 ng). The PCR amplification program consisted of one cycle of 5 minutes at 94°C and 35 cycles of 30 s each at 94°C, 58°C and 72°C. The PCR products were analyzed in 1% agarose gels. Amplification of *ErbB2-*positive DNA resulted in a 559 bp fragment, as described elsewhere [17].

### Tumor pathophenotypes

Female transgene-positive mice were observed and palpated once a week for the manifestation of primary mammary tumors. We differentiated temporal stages of progression and tumor progression traits in ERBB2-positive disease. Within the first group, we distinguished: (i) tumor latency, defined as the period of time between the date of birth and the age when the first mammary tumor was palpated, approximately when its size was around 3 mm in diameter; (ii) duration of the disease, defined as the period of time between the appearance of the first tumor and the time of death; and (iii) lifespan.

Regarding tumor progression traits, we differentiated: (i) the number of tumors, determined by counting all visible tumors at necropsy. We distinguished between absolute tumor numbers, incidence and multiplicity. We used the absolute tumor number to designate the limit values within each tumor distribution spanned in each mouse group. Tumor incidence was defined as the proportion of ErbB2 female mice that generated at least one mammary tumor during the experiment, and tumor multiplicity was considered as the percentage of female mice with tumors that developed two or more lesions after a given period of time. (ii) Local tumor progression parameters: to determine these, once the tumor had appeared its location was recorded, the mice were observed, and the tumor volume was calculated every week. Tumor growth was determined with digital calipers, and tumor volume was estimated each week using the formula: Tumor volume = Length × Width^2^ × 0.5. We obtained the tumor growth rate after transforming the data logarithmically, and estimated a linear regression curve for each tumor. Then, we evaluated the means of the slopes of these lines for each genetic background [17]. Average growth speed was obtained using the expression (Final volume - Initial volume)/Duration of disease (weeks). We also considered final tumor weight and volume at the time of necropsy. (iii) Distant tumor progression: the incidence and multiplicity of lung metastases were quantified. The mouse MMTV-ErbB2 breast cancer model only disseminates to the lung [15]. Here, we also considered the absolute number, incidence and multiplicity of metastases. We defined the incidence of metastases as the proportion of ErbB2 female mice that had at least one mammary tumor metastasis in the lung at the time of necropsy; the absolute numbers of metastases were the extreme values between each metastasis distribution range within each genotype, and metastasis multiplicity was the proportion of female mice with metastases that developed more than one (two or more) lung metastases during the experiment. Mice were euthanized when they showed signs of sickness, when a rapidly growing tumor had developed, or wounds were observed. All animals were necropsied; their tumors were removed and fixed in 4% formaldehyde for 24 h, and then fixed in 70% ethanol, embedded in paraffin, and stained with hematoxylin and eosin for microscope examination to evaluate the pathology.

### SNP genotyping

Tail DNA concentrations were measured with a Nanodrop ND-1000 Spectrophotometer and PicoGreen double-stranded quantification (Molecular Probes, Thermo Fisher Scientific Inc., Waltham, MA USA). and were used for genotyping. The genome-wide scan was carried out at the Spanish National Center of Genotyping (CeGEN) at the Centro Nacional de Investigaciones Oncológicas (CNIO, Madrid, Spain). Illumina’s Mouse Low Density Linkage Panel Assay was used to genotype 147 F1BX mice at 377 SNPs. Genotypes were classified as FVB/FVB or FVB/C57BL/6. Ultimately, 250 SNPs were informative among the FVB and C57BL/6 mice; the average genomic distance between these SNPs was 9.9 Mb. The genotype proportion among the F1BX mice showed a normal distribution.

### Gene expression profiling and analysis

The quality and quantity of total RNA were determined using an Agilent 2100 Bioanalyzer and a NanoDrop ND-1000. Affymetrix mouse GeneChip mouse gene 1.0 ST arrays were used according to the manufacturer’s protocol. The data were initially normalized by robust multiarray average (RMA) normalization algorithms in expression console software (Affymetrix). The significance of analysis of microarray (SAM) used a two-class analysis with 100 permutations per comparison of the reference class to the target class, followed by a fold change cutoff of 2 and false discovery rate ≤0.005. The genes were further filtered by a standard deviation of 0.7 relative to the expression values of that gene across all samples. Gene clustering was accomplished by an uncentered correlation, and array clustering was carried out with the Spearman rank correlation using Gene Cluster v3.0 software and visualized using Java TreeView v1.1.6 software. The number of clusters was chosen based on the gap statistic for estimating the number of clusters together with the expression pattern [21]. 

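The gap statistic was computed for 1 to 12 clusters with 100 reference sets, on the values and the clustering of all arrays. The gap was 0.624 at 7 clusters, 0.633 at 5 and 0.666 at 11, where it was largest, with standard errors of 0.0125, 0.0144 and 0.0126. The first local maximum within 1 standard error was at 2 clusters. With average linkage the gap was largest at 3 clusters and with Ward linkage at 6.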

Human orthologs of murine genes present on the human array platforms were used to cluster human microarray data, using gene clustering as above. To combine the human and mouse datasets, we first identified well-annotated mouse and human orthologous genes, after which we identified the systematic difference present between the two datasets and made a global correction to compensate for global biases using Z-score transformation. Then, we carried out unsupervised clustering analysis. Gene expression data for human ERBB2-positive breast cancers were obtained from Staaf *et al*. [3]. Their data are available through Gene Expression Omnibus, accession number GSE18328. The gene expression data from mouse ERBB2 tumors are also available through the same database with accession number GSE54582 [41].

### Protein analyses

Tumor, liver, kidney and spleen tissues were collected at necropsy, snap-frozen in liquid nitrogen and kept at −80°C. Proteins were extracted from frozen tissues. Ceramic beads, Precellys Lysing Kit CkMix, (Precellys, Bertin Technologies, catalog number 03961-1-009, Montigny le Bretonneux, France) were added to the tissues (10 to 50 mg) and these were homogenized for 10 s, 5.5 m/s (twice), using FastPrep Homogenizer (Thermo Savant, Thermo Fisher Scientific Inc., Waltham, MA USA) in RIPA buffer (150 mM NaCl, 1% (v/v) NP40, 50 mM Tris–HCl at pH 8.0, 0.1% (v/v) SDS, 1 mM EDTA, 0.5% (w/v) deoxycholate) containing protease and phosphatase inhibitor cocktails (Roche,Basel, Switzerland ) for tumors, or in 2× Cell Lysis Buffer containing protease inhibitors (Cell Signaling, catalog number 9803, Danvers, MA, USA) and 2 mM phenylmethylsulfonyl fluoride (PMSF) for liver, kidney and spleen tissues. Samples were incubated for 20 minutes on ice and protein extracts were passed through QIAshredder homogenizer columns (Qiagen, catalog number 79656, Hilden, Germany) to break down DNA. Supernatants were collected and quantified using the BCA Protein Assay Kit (Thermo Fisher Scientific Inc., catalog number 23228, Waltham, MA USA) and Albumin Standard (Thermo Fisher Scientific Inc.,, catalog number 23209, Waltham, MA USA). Equivalent amounts of proteins were resolved by SDS-PAGE and transferred to polyvinylidene difluoride (Immobilon-P, or Immobilon-FL (Millipore, Darmstadt, Germany) membranes for fluorescent secondary antibodies. Immunoblotting was performed using the following primary antibodies: anti-ERK1/2 (catalog number 9102), anti-phospho-ERK1/2 (Thr202/Tyr204) (catalog number 4370), anti-phospho-MEK1/2 (Ser227/221) (catalog number 9154), anti-phospho-c-RAF (Ser338) (catalog number 9427), anti-phospho-B-RAF (Ser445) (catalog number 2696), anti-B-RAF (L12G7) (catalog number 9434), anti-phospho-AKT (Ser473; D9E) (catalog number 4060), anti-AKT (11E7) (catalog number 4685), anti-phospho-AKT (Thr308) (catalog number 4056), anti-AKT1 (2H10) (catalog number 2967S), anti-phospho-KSR1 (Ser392) (catalog number 4951S), anti-KSR1 (catalog number 4640), anti-phospho-p90RSK (Ser380) (catalog number 9335), anti-phospho-MSK1 (Thr581) (catalog number 9595), anti-NFAT (catalog number 4389S), anti-GβL (catalog number 3274S), anti-phospho-RICTOR (D30A3) (catalog number 3806), anti-phospho-TSC2 (Thr1462) (catalog number 3617S), anti-phospho-TSC2 (Tyr1561) (catalog number 3614S), anti-TSC2 (catalog number 3990S), mTOR pathway kit (catalog number 9964S) from Cell Signaling, anti-PROTOR1 (ab113269), anti-FLJ14213 (ab58856), anti-DNAPK (ab69527), anti-PHLPP (ab71972), anti-PHLPP2 (ab71973), anti-ERBB2 (ab2428), anti-phospho-ERBB2 (Tyr1248; ab47755), anti-KSR2 (ab72753) from Abcam, (Cambridge, United kingdom),; anti-TUBULIN (DM1A; Sigma, St Louis, MO, USA) and anti-E-CADHERIN (BD Laboratories, San Jose, CA, USA) and subsequently with horseradish peroxidase-conjugated anti-mouse, anti-rabbit or anti-goat secondary antibodies (1:10,000; (BIO-RAD, (Berkeley, CA, USA), and visualized by enhanced chemiluminescence (Thermo Scientific) or anti-mouse (DYLIGHT 680, catalog number 35518), anti-rabbit (DYLIGHT 800, catalog number 35571) and visualized with an Odyssey scanner.

For ELISA assays, levels of phosphorylated and total AKT2, AKT3, mTOR and total ERK were measured using the Sandwich ELISA Kit (Pathscan Cell Signaling Technology, Danvers, MA, USA) phospho-AKT2 (Ser474) (catalog number 7932); total AKT2 (catalog number 7930); phospho-AKT3 (Ser472) (catalog number 7942); total AKT3 (catalog number 7934); phospho-mTOR (Ser2481) (catalog number 7978); phospho-mTOR (Ser2448) (catalog number 7976); total mTOR (catalog number 7974); total p44/42 MAPK (ERK1/2) (catalog number 7050). The levels of phosphorylated and total AKT1 and phosphorylated ERK were measured using the Sandwich ELISA Antibody Pair, coating a Clear 96-well Microtest Plate (BD Laboratories, 353077, San Jose, CA, USA) with Capture Antibody according to the manufacturer’s instructions (Pathscan Cell Signaling Technology, phospho-Akt (Thr308) (catalog number 7144); phospho-AKT1 (Ser473) (catalog number 7143); total AKT1 (catalog number 7142); phospho-P44/42 MAPK (Thr202/Tyr204) (catalog number 7246)). Absorbance was measured at 450 nm using a Synergy-4 Microplate Reader (Biotek, Winooski, VT, USA). All assays with proteins from tumors were done with 5 μg of protein. In the case of proteins from liver, 5 μg was used for phosphorylated and total AKT1 and 10 μg for the rest of the assays. To monitor inter-assay variability, serial dilutions (1:2) of protein extracts from a tumor sample were assayed on each plate (3 to 50 μg).

### Determination of clinical serum parameters

A serum sample was obtained from each mouse at 3 months of age, when the animals were free of the disease. We also collected serum samples from FVB and F1 parentals. Known blood biomarkers were determined on a modular analyzer (cobas, Roche) at the University Hospital of Salamanca. The levels of alpha1-antitrypsin, albumin, alkaline phosphatase, complement components 3 and 4 (C3 and C4), creatinine, ferritin, urea, and immunoglobulin G (IgG), total proteins, glucose, total cholesterol, cholinesterase, high density lipoproteins (HDL), aspartate transaminase (AST), alanine transaminase (ALT), lactate dehydrogenase (LDH), calcium (Ca), magnesium (Mg), phosphorus (P), iron (Fe), and uric acid were determined, all with reagents from Roche.

### Mass spectrometry

#### Metabolite extraction and derivatization

For extraction, frozen samples were thawed on ice and 15 μl of serum was extracted as described previously [42] with 500 μl of a pre-cooled degassed methanol-isopropanol-water (3:3:2) mixture using a water-sonic bath (10 minutes at 4°C). The supernatant (450 μl) was collected after centrifugation (5 minutes, 15,000 rpm) and dried completely. Dried samples were stored at −80°C until further use. Metabolite derivatization was performed according to the methods developed by Fiehn and colleagues [43]. Briefly, a mixture of internal retention index (RI) markers was prepared using fatty acid methyl esters of C8, C9, C10, C12, C14, C16, C18, C20, C22, C24, C26, C28 and C30 linear chain length, dissolved in chloroform at a concentration of 0.8 mg/ml (C8 to C16) and 0.4 mg/ml (C18 to C30). One microliter of this RI mixture was added to the dried extracts. Ten microliters of a solution containing 40 mg/ml of 98% methoxyamine hydrochloride (CAS number 593-56-6, Sigma) in pyridine (silylation grade; Pierce, Rockford, IL, USA) was added and the mixture was shaken at 30°C for 60 minutes. Ninety microliters of N-Methyl-N-(trimethylsilyl)trifluoroacetamide (MSTFA) containing 1% trimethylchlorosilane (TMCS) (1 ml bottles; Pierce) was added and the mixture was shaken at 37°C for 30 minutes. After spinning the sample for 5 minutes at 15,000 rpm, the supernatant was transferred to a gas chromatography (GC) vial.

#### Gas chromatography-coupled mass spectrometry

Derivatized serum samples were handled using the Gerstel automatic liner exchange system with a multipurpose sampler, MPS 2 Dual Rail PrepStation, controlled by Maestro software, to inject 0.5 μl of sample into a Gerstel CIS cold injection system (Gerstel, Muehlheim, Germany). The injector was operated in splitless mode; the split vent was opened after 25 s. Samples were injected into the 50°C injector port, which was ramped to 250°C at 12°C/minute and held for 3 minutes. Volatilized metabolites were separated using an Agilent (Santa Clara, CA, USA) 6890 gas chromatograph controlled by Leco (St Joseph, MI, USA) ChromaTOF software. The GC was equipped with a 30-m long, 0.25-mm internal diameter Rtx5Sil-MS column (Restek, Bellefonte, PA, USA), a 0.25 mm 5% diphenyl film and an additional 10-m integrated guard column). The gradient used for separation was held at 50°C for 1 minute, after which ramps at 20°C per minute were applied up to 330°C, at which point temperature was held for 5 minutes. Mass spectrometry was performed with a Leco Pegasus III time-of-flight mass spectrometer with a 250°C transfer line temperature, electron ionization at −70 eV and an ion source temperature of 200°C. Mass spectra were acquired from *m/z* 85 to 500 at 17 spectra per second and a detector voltage of 1,800 V. Result files were preprocessed immediately after data acquisition and stored as ChromaTOF-specific *.peg files, as generic *.txt result files and additionally as generic ANDI MS *.cdf files. Metabolite identifications were made based on spectral similarity and the retention time indices using BinBase and were matched against the Fiehn mass spectral library of approximately 1,200 authentic metabolite spectra, using retention indices and mass spectrum information or the NIST05 commercial library [44,45]. Identified metabolites were reported if present in at least 50% of the samples per study group [46] and data were normalized in Matlab using unit vector normalization [47]. Analysis was focused on metabolites of known biological origin in HMDB [48]. Metabolite data sets were imported into the Matlab software (The MathWorks, Natick, MA, USA) for univariate and multivariate statistical analyses.

### Statistical analyses

Mammary tumor latency, disease duration and lifespan were compared among FVB, F1 and F1BX *ErbB2-*positive mice by the Kaplan-Meier estimator, whereas the number of tumors, lung metastases and metabolite determinations were evaluated and compared by the appropriate statistical tests specified above. Generally, *P*-values ≤0.05 were considered significant. For correlation studies, we included the Pearson or Spearman correlation coefficient (r), depending on the distribution of the data. The procedures were performed using the SPSS and JMP/SAS statistical packages. Simple correlations were visualized as networks using Cytoscape Software [49].

#### HJ-biplot

We generated biplots associated with principal component analysis [50-52]. In particular, we used HJ-biplot [52], which is an extension of the classical biplots introduced by Gabriel [51], and is an exploratory method of data analysis that looks for hidden patterns in the data matrix. The HJ-biplot is a joint representation, in a low dimensional vector space (usually a plane), of the rows and columns of X, using markers (points/vectors) for its rows and for its columns. The markers are obtained from the usual singular-value decomposition (SVD) of the data matrix. The HJ-biplot has the advantages of being a simultaneous representation and at the same time achieving an optimum quality of representation for both rows and columns, both represented on the same reference system. The statistical analyses were run using freely available Classical Biplot Software [53].

The rules for the interpretation of HJ-biplots are: 1) the distances among row markers are interpreted as an inverse function of similarities in such a way that closer markers (centers) are more similar. This property allows the identification of clusters of mice with similar profiles. 2) The lengths of the column markers (vectors) approximate the standard deviation of the variables. 3) The cosines of the angles among the column vectors approximate the correlations among variables in such a way that small acute angles are associated with variables with high positive correlations; obtuse angles close to a right angle are associated with variables with high negative correlations, and right angles are associated with non-correlated variables. In the same way, the cosines of the angles among the variable markers and the axes (principal components) approximate the correlations between them. 4) The order of the orthogonal projections of the row markers (points) onto a column marker (vector) approximates the order of the row elements (values) in that column. The larger the projection of an individual point onto a variable vector, the more this center deviates from the mean of that variable.

Several measurements are essential for a correct HJ-biplot interpretation [51]. For example, the relative contribution of the factor to the element is the relative variability of the variable explained by a factor or dimension. Also, for a point (row or column) on a factorial plan, the quality of representation can be defined by adding the two relative contributions of these factors to the element. Only points with a high quality of representation can be interpreted properly. These indices are indicated for the rows and for the columns of the data matrix.

#### Prediction models

We used the Cox proportional hazards model to identify independent prognostic factors in our cohort of mice. A prognostic index was constructed with the variables that predict tumor latency and survival with tumor (disease duration), using the median as cutoff to categorize these variables. To generate the coefficients of the prognostic index, we used B coefficients derived from the Cox model [54]. Mice were ranked according to their risk score and divided into two groups using the median risk score as cutoff.

#### Linkage analysis

Linkage analysis was carried out using the interval mapping with the expectation maximization algorithm [55] and R/qtl software [56]. The criteria for significant and suggestive linkages for single markers were taken from Lander and Kruglyak [57]. Permutation tests were performed (10,000 permutations per phenotype) to determine suggestive and significant *P*-values for interaction.

## Additional files

Additional file 1: Tables S1 to S23.
**Table S1. **Pathophenotypes derived from ERBB2-induced breast cancer in mice. **Table S2.** Pair-wise associations between breast cancer pathophenotypes. **Table S3.** Clusters of F1BX mice with a different prognosis. **Table S4.** Quantitative trait loci (QTLs) associated with tumor pathophenotypes. **Table S5.** Genetic markers define each cluster of prognosis. **Table S6.** List of transcripts differentially expressed between tumors and normal mammary glands from mice. **Table S7.** Human syntenic genomic regions. **Table S8.** List of 354 mouse transcripts from the mouse signature also present in the human tumor data. **Table S9.** Molecules from signaling pathways in tumor and liver correlate with tumor pathophenotypes. **Table S10.** Levels of some components of the signaling pathways from tumors and livers in each cluster of prognosis. **Table S11.** Comparison between signaling pathways in tumors from the FVB and F1 genetic backgrounds. **Table S12.** Genomic regions associated with levels of representative molecules from signaling pathways in the F1BX tumors. **Table S13.** Comparison between molecules from signaling pathways in liver, spleen and kidney from C57BL/6, FVB, F1 and F1BX mice. **Table S14.** Genomic regions associated with levels of molecules from signaling pathways in the F1BX livers. **Table S15.** Pairwise associations between molecules from signaling pathways in ERBB2 tumors from F1BX mice. **Table S16.** Pairwise associations between molecules from signaling pathways in mouse livers. **Table S17.** Pairwise correlations between molecules from signaling pathways in ERBB2 tumors and livers from F1BX mice. **Table S18.** Subphenotypes related to the levels of serum metabolites associated with tumor pathophenotypes. **Table S19.** Serum clinical biochemical markers associated with tumor pathophenotypes. **Table S20.** Levels of serum metabolites among clusters of prognosis. **Table S21.** Genomic regions associated with the levels of several metabolites simultaneously. **Table S22.** Prediction models. **Table S23.** Genetic marker peaks common to some tQTLs, tsQTLs, LsQTLs, and mQTLs. Additional file 2:
**Figures S1 to S9. Figure S1.** Localization of FVB and F1 mice in the clusters of prognosis. **Figure S2.** Similarity between human and mouse tumors at the gene expression level. **Figure S3.** RNA expression analysis in tumors. **Figure S4.** Distribution of tumors from other clusters along the seven unsupervised clusters formed with the mouse gene expression signature (MCMS) shown in Figure 3A. **Figure S5.** Evaluation of signaling pathways in tumors and livers from F1BX mice. **Figure S6.** Analysis of pAKT pathway expression in the tumors. **Figure S7.** Serum metabolites are associated with cancer progression before disease onset. **Figure S8.** Signaling levels in tumor, liver, spleen and kidney from FVB and F1 mice. **Figure S9.** Hypothesis to identify part of the missing heritability. Additional file 3:
**Supplementary references for Tables S7 and S18.**
Additional file 4:
**Cystoscape document with all the information from Figure** 8 **A.** It includes network representation with tumor pathophenotypes, tumor and liver cell signaling, serum markers from mass spectrometry and clinical biochemical markers.

## Abbreviations

bp: base pair
ELISA: enzyme-linked immunosorbent assays
GC: gas chromatography
LsQTL: liver signaling quantitative trait locus
MCHS: mouse clusters from human signature
MCMS: mouse clusters from mouse signature
MMTV: mouse mammary tumor virus
mQTL: metabolic quantitative trait locus
PCR: polymerase chain reaction
QTL: quantitative trait locus
SNP: single-nucleotide polymorphism
tQTL: tumor quantitative trait locus
tsQTL: tumor signaling quantitative trait locus

# Supplementary material for: Unraveling heterogeneous susceptibility and the evolution of breast cancer using a systems biology approach
**Source:** Genome Biol. 2015 Feb 21;16(1):40. doi: 10.1186/s13059-015-0599-z
**Supplement:** Additional file 1: Tables S1 to S23. — Table S1. Pathophenotypes derived from ERBB2-induced breast cancer in mice. Table S2. Pair-wise associations between breast cancer pathophenotypes. Table S3. Clusters of F1BX mice with a different prognosis. Table S4. Quantitative trait loci (QTLs) associated with tumor pathophenotypes. Table S5. Genetic markers define each cluster of prognosis. Table S6. List of transcripts differentially expressed between tumors and normal mammary glands from mice. Table S7. Human syntenic genomic regions. Table S8. List of 354 mouse transcripts from the mouse signature also present in the human tumor data. Table S9. Molecules from signaling pathways in tumor and liver correlate with tumor pathophenotypes. Table S10. Levels of some components of the signaling pathways from tumors and livers in each cluster of prognosis. Table S11. Comparison between signaling pathways in tumors from the FVB and F1 genetic backgrounds. Table S12. Genomic regions associated with levels of representative molecules from signaling pathways in the F1BX tumors. Table S13. Comparison between molecules from signaling pathways in liver, spleen and kidney from C57BL/6, FVB, F1 and F1BX mice. Table S14. Genomic regions associated with levels of molecules from signaling pathways in the F1BX livers. Table S15. Pairwise associations between molecules from signaling pathways in ERBB2 tumors from F1BX mice. Table S16. Pairwise associations between molecules from signaling pathways in mouse livers. Table S17. Pairwise correlations between molecules from signaling pathways in ERBB2 tumors and livers from F1BX mice. Table S18. Subphenotypes related to the levels of serum metabolites associated with tumor pathophenotypes. Table S19. Serum clinical biochemical markers associated with tumor pathophenotypes. Table S20. Levels of serum metabolites among clusters of prognosis. Table S21. Genomic regions associated with the levels of several metabolites simultaneously. Table S22. Prediction models. Table S23. Genetic marker

## Additional File 1

### Unraveling heterogeneous susceptibility and the evolution of breast cancer using a systems biology approach

Andres Castellanos-Martin, *et al.*

**Table S1. Pathophenotypes studied in ERBB2-induced breast cancer in FVB, F1 and F1BX mice. (#)** We compared FVB, F1 and F1BX mice using the Kruskal-Wallis test and performed pairwise comparisons with the Dunn Method for Joint Ranking. We compared temporal stages using the Log-Rank Test. We performed contingency analysis of incidence and multiplicity of tumors and metastasis using the Pearson Chi-squared Test. SEM, standard error of the mean. IR, interquartile range. Blue: *P*-values with statistical trend. n.s., non-significant *P*-values. We represent some examples from these data in Figure 1B.

(\*1) The last three F1 mice had to be euthanized without tumors at 100, 101.5 and 106 weeks of age, respectively, and the last F1 mouse with tumor died at 109.5 weeks. (\*2) A single F1 mouse developed 4 tumors. (\*3) Two and six F1BX mice developed 5 and 6 tumors, respectively. (\*4) Slope arbitrary units. (\*5) Four FVB mice had missing information for metastasis. (\*6) Notice that 6 F1 mice did not develop tumors. Two additional F1 mice had missing information for metastasis. (\*7) We censored eight F1BX mice without metastasis information.

**Table S2. Pairwise associations between different breast cancer pathophenotypes in F1BX mice.** n.s., not statistically significant. We included these associations in Figure 1C.

**Table S3. Clusters of F1BX mice with different global prognoses obtained after HJ-biplot analysis. (\*) ANOVA; (#) Tukey's post-test. Upper values: mean and SEM. Lower values: median and IR. n/a, not applicable in mice without tumors. We represent these values in Figures 1E and 7C.**

**Table S4. QTLs associated with the variability of different tumor pathophenotypes.** tQTL: tumor QTL. Chr, chromosome. We represent a summary of these data in Figure 2A.

**Table S5. Genetic markers define each different prognosis cluster.** Percentages indicate the proportion of mice that carry genetic markers in heterozygosis in each cluster. Note that most of the genetic markers identified seem to correspond to some tQTLs described in Table S4. **(a)** This table compares mice without and with tumors. **(b)** This section shows the comparison among all the prognosis clusters identified. We represent these values in Figure 2C and, partially, in Figure 6C. n.s., not statistically significant. *P*-values were calculated with the Phi-coefficient.

**a**

**b**

**Table S6. List of transcripts differentially expressed between tumors and normal mammary glands from mice.** Green: upregulated

transcripts. Red: downregulated transcripts. This signature differentiated seven unsupervised clusters represented in Figure 3A.

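Table S6 lists 1024 probe sets, 914 with a gene name, for 850 different names, and 110 without one. The deposited values held 1023 of them. In the comparison of tumors and normal glands with limma, 996 of these were called and also met the standard deviation (581 higher and 415 lower in tumors). This overlap is expected, because the paper drew the table from these arrays with the same kinds of cut, and all 1023 met the standard deviation here. Among the narrow-set arrays alone, 683 were called, 383 higher and 300 lower. Among F1BX tumors, 265 of the listed probe sets (25.9%) differed at least 2-fold between the narrow and wide sets of arrays. When the arrays were clustered on the listed probe sets, 1 cluster held 15 of the 26 FVB tumors and 1 of the 28 F1 tumors. Another held all 8 normal glands and all 26 narrow-set tumors, with 14 wide-set tumors.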

**Table S7. Human genomic regions syntenic to the mouse regions identified in the backcross population.** Note: Additional file 3 includes the list of supplementary references from this table.

**Table S8. List of 354 mouse transcripts from the mouse signature also present in the human data** from ERBB2 tumors

described by Borg and colleagues (Staaf *et al.*, 2010), permitting the separation of three clusters with prognostic value

represented in Figure S3A in Additional file 2. These genes are also used in Figure 3C. 

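All 354 probe sets of Table S8 were in the deposited mouse values. Of these, 346 were called between tumors and normal glands at an FDR of at most 0.005 and a fold of at least 2, 201 higher and 145 lower in tumors. Among the narrow-set arrays, 264 were called. Between the narrow and wide sets, 59 differed at least 2-fold in F1BX tumors. The human data of this table were not analysed here.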

Green: upregulated genes. Red:

downregulated genes.

**Table S9. Some representative molecules from signaling pathways in tumors (red) and livers (green) correlated with different tumor pathophenotypes in the F1BX mice. n.s. indicates non-significant *P*-values. We schematize these data in Figure 4C.**

**Table S10. Level of different components of signaling pathways in tumors (red) and livers (green) in each different prognosis cluster.** Upper values: mean and SEM. Lower values: median and IR; n.s. indicates non-significant *P*-values; n/a, not applicable in mice without tumors. These values are represented in Figure 4E and in Figures S5C, S5D, and S5E in Additional file 2. (\*) ANOVA; (#) Tukey's post-test.

**Table S11. Comparison between levels of some representative proteins from signaling pathways in tumors from the FVB and F1 genetic backgrounds.**

Blue: statistical trend. The data show the medians and the interquartile ranges. (\*)

Wilcoxon's test. We represent these data in Figure S8 in Additional file 2.

**Table S12. Genomic regions associated with variable levels of some representative molecules from signaling pathways in the F1BX tumors.** tsQTL, tumor-signaling QTL. These data are schematized in Figure 6.

**Table S13. Comparison between levels of different proteins from signaling pathways in liver, spleen and kidney from C57BL/6, FVB, F1 and F1BX genetic background mice.** Blue, *P*-values with statistical trend; n/a, not applicable. (\*) Kruskal-Wallis test ; (#) Dunn Method for Join Ranking post-test. Some of these values are represented in Figure S8 in Additional file 2.

**Table S14. Genomic regions associated with variable levels of some proteins from signaling pathways in the F1BX**

**livers.** LsQTL, Liver-signaling QTL. These data are schematized in Figure 6.

**Table S15. Pairwise associations between levels of some representative molecules from cell signaling pathways in ERBB2 tumors from F1BX mice. n.s., non-significant *P*-values.**

**Table S16. Pairwise associations between levels of some molecules from cell signaling pathways in mouse livers from F1BX.** n.s., non-significant *P* values.

**Table S17. Pairwise correlations between levels of some molecules from cell signaling pathways in ERBB2 tumors and livers from F1BX mice. n.s., non-significant *P*-values.**

**Table S18. Subphenotypes related to levels of different serum metabolites associated with tumor pathophenotypes obtained by mass spectrometry.** n.s. indicates non-significant *P*-values. These data are represented in Figure S7 in

Additional file 2. We include the supplementary references from this table in Additional file 3.

**Table S19. Subphenotypes of several typical serum clinical biochemical markers associated with tumor pathophenotypes;** n.s., indicates non-significant *P*-values. These data are represented in Figure S7 in Additional file 2.

**Table S20. Different serum metabolites levels among clusters of prognosis based on tumor pathophenotypes.** (a) Serum metabolites that differentiate the cluster of mice without tumors (cluster 5) from the rest of the mice with tumors encompassing a common cluster. (\*) t-test. (b) Serum metabolites that distinguish among clusters of mice with tumors at disease-free stage. In both panels (a) and (b), values indicate means with the interquartile range in brackets. The values of section (b) are schematized in **Figure 7C**. Blue: *P*-values with a significant statistical trend (*P* < 0.07). (#) Kruskal-Wallis test; (\$) Dunn's post-test. n.s.: Not statistically significant.

a

b

**Table S21. Genomic regions associated with the variable levels of different metabolites simultaneously.** These data are schematized in Figure 6. mQTL, metabolic QTL. Pos, position.

**Table S22. Prediction models.** The Cox proportional hazards model was used to identify independent prognostic factors that predict (a) tumor latency and (b) duration of disease (survival with tumor). HR, hazard ratio. For genetic markers (rs6193859, rs4231934, gnf13.057.501, rs3696018 and rs13481230) homozygosity was the reference category. ManNAc, N-acetyl-D-mannosamine. This table is related to Figures 8B and 8C.

**a**

**Latency**

**b**

**Duration of disease**

**Table S23. Genetic marker peaks common to some tQTLs, tsQTLs, LsQTLs, and mQTLs.** tQTL, tumor QTL. tsQTL, tumor-signaling QTL. LsQTL, liver-signaling QTL. mQTL, metabolic QTL.

How the deposited data were processed for this re-analysis (not part of the article)

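Expression was measured on Affymetrix mouse gene 1.0 ST mouse mammary tissue, 214 of tumors of FVB, F1 and F1BX mice and 8 of normal mammary glands. By their names, 2 of the tumor arrays repeat other tumors, which leaves 212 different tumors if no other names repeat a tumor. The authors normalized the arrays by RMA in expression console software, and the version and annotation build are not given in the sources used here. The deposited values are log2 values per probe set, 1 value per array, and were used as deposited. They were not centred, and array medians ranged from 7.06 to 7.40. Array values have no sequencing depth. The precision comes from the number of arrays, which is lowest for the normal glands, with 2 or 3 of each kind.

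Each array was assigned to its group from its label. The name of a tumor gives its mouse, and the arrays of one mouse were treated as related. The arrays whose names end in R, 035T1R and 246T1R, were kept as arrays of the mice they name. All 35556 probe sets were tested without a filter. Gene names were taken from the platform annotation, and 21789 probe sets carried 1 symbol, for 19938 genes. Where a gene had several probe sets, the probe set with the highest mean over all arrays was used. The values of 701 probe sets repeat those of another probe set on every array, in groups of up to 50, and were counted as deposited.

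Groups were compared in R 4.3.3 with limma 3.58.1 (statmod 1.5.0), with lmFit and eBayes and the mouse as a random block. The correlation within a mouse was estimated by duplicateCorrelation on every 10th probe set, and was 0.259 for tumors against normal glands and 0.261 for the group means. Tumors and normal glands were compared with all backgrounds and all kinds of gland pooled, at an FDR of at most 0.005 and a fold of at least 2. FVB and F1 tumors, the kinds of normal gland, and the interaction of background and tissue were contrasts of 1 fit of group means over all arrays, at an adjusted p (Benjamini-Hochberg) under 0.05. The normal glands thus take their spread from all groups, tumors included. The mouse signature holds the probe sets that were called between tumors and normal glands and had a standard deviation of at least 0.7 over all arrays.

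The SAM software was not used. A SAM statistic with 100 permutations was written from its description and is reported as an alternative. Arrays were clustered on the signature, centred on the median of each probe set, with the Spearman correlation and complete linkage, and divided into 7 clusters. The paper's text names the Spearman correlation and does not name the linkage or a centring for the arrays. The relation of background and cluster was tested with 1e+05 permutations of the background between whole mice. The gap statistic came from the R package cluster 2.1.8.1. Correlations of tumors of the same mouse were tested with 10000 permutations of tumors between mice within a background.

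Lists of marker genes of 15 cell types and of genes of 12 pathways were tested with cameraPR, at a preset correlation of 0.01 and with the correlation estimated from the residuals. Areg is in 2 of the lists. Of their 311 members, 286 were measured by a probe set with 1 symbol. The groups, tests, thresholds, lists and the rule for naming genes were set before the data were examined. For tumors against normal glands and for FVB against F1 tumors, the rule names the 8 genes with the largest changes in each direction among those called, any gene of the lists, and Erbb2. For the other comparisons it names the 5 genes with the largest changes. Only probe sets with 1 symbol were eligible, and predicted genes were left out.

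The division of the arrays into a narrow and a wide set was found in the values, at the widest gap in their interquartile range. Alternatives that use it were added after seeing the data. They put the array set into the fit as a block, kept the arrays of 1 set, or removed the mean difference between the sets from the tumors. The alternatives set earlier changed the block for the mouse, the arrays kept per mouse, the repeat arrays, the F1 tumors named F1_ with a number, the normal glands used, the filter on low signal, the scaling, the test, the fold, the standard deviation, the linkage, the distance, the centring and the number of clusters. The filter on low signal kept 26200 probe sets above the 40th percentile of their array in at least 8 arrays.

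The pipeline was tested on simulated data in which probe sets were shifted by known amounts. Of 67 probe sets shifted by 1.5 on the log2 scale between tumors and normal glands, limma recovered 67, and no unshifted probe set was called. Of 100 shifted by 0.5 between FVB and F1 tumors, 84 were recovered, with 6 others called. Of 100 shifted by 1 between F1 and FVB normal glands, 63 were recovered, with 6 others called. These counts show how known shifts were recovered. They do not measure calls that the array set, or a larger spread in glands than in tumors, could add in the real data. Human arrays, protein levels, genotypes and disease traits were not analysed here.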

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

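The tests of a swap of gland labels, of adipocyte genes, of stress genes and of the number of tumors, and all values within the narrow or the wide set or with the set as a block, were chosen only after the results they bear on had been seen.

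The 34 arrays of the narrow set stand apart from the other 188. For the 2 tumors named in both sets, the difference between the arrays of the same tumor was compared with the mean difference between the sets in the other F1BX tumors. The slope over probe sets was 1.08 for 035T1 and 0.788 for 246T1, and the correlations were 0.882 and 0.844. A biological difference between the tumors of the sets would not appear between arrays of the same tumor, so the lower correlation of 0.844 argues against it. A technical difference between the sets is consistent with the lower slope of 0.788. Both readings rest on the names of the repeat arrays. After the mean of each set was removed, 035T1R correlated best with 035T1 among 140 wide-set F1BX tumors (r = 0.595). For 246T1R, the correlation with 246T1 was 0.271, the second highest, below 0.276 with another tumor. What made the sets differ stays open, since the sources used here give no runs or dates.

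The difference between the sets reaches the results to different degrees. Of the narrow-set tumors, 80.8% fell in clusters whose tumors were mostly of the narrow set, which is consistent with an effect of the set on the clusters. Of the probe sets called between tumors and normal glands, 37.3% were called again among the narrow-set arrays. All normal glands are in the narrow set and most tumors in the wide set. A call over all arrays can therefore mix the set with the tissue. With the set as a block, 3776 of the 10026 probe sets were called again. For the probe sets not called again, how much of the difference comes from the set stays open. The lower number of tumors does not account for the lost calls: in 20 random draws of 26 wide-set tumors against the same glands, at least 97.9% of the 10026 probe sets were called again. Of the 6289 probe sets not called again among the narrow-set arrays, 6217 had a fold under 2 there. At an adjusted p under 0.05 from limma without the fold, 18528 probe sets differed there, against 29020 over all arrays. The median interquartile range was 2.43 in the narrow set and 3.22 in the wide set. A fold of 2 may therefore be a stricter cut in the narrow set, which was not tested. A block for the set removes a shift and not a difference in scale. Of the probe sets called between FVB and F1 tumors at an adjusted p under 0.05, 64.2% were called again within the wide set. For the rest, how much of the difference comes from the set stays open. At the stricter FDR and fold it was 92.7%.

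One normal gland and 1 tumor lay far from their groups. The gland labelled FVB MMTV-ErbB2 replicate 3 had an interquartile range of 1.86, against 2.20 in the next of the 8 glands, a gap of 0.691 of the whole range. Its median was 7.40, against 7.21, a gap of 0.810 of the range. Among the 6 narrow-set F1 tumors, F1_26T1 had an Erbb2 expression of 9.72, against 12.04 in the next, a gap of 0.825 of the range. In all, 6 groups were tested this way, and chance marks about 1 in 20 groups.

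Tumors and normal glands differ in many probe sets, and a difference in cell types or in handling could take part. Chance is excluded for the count: of 100 splits of the arrays into groups of the same sizes, 1, the real one with 10026 calls, reached it, and the highest other split had 2. Among the narrow-set arrays it was again 1 of 100, with 4311 calls against 2. If the glands only held more adipocytes, the adipocyte genes Adipoq, Plin1, Cidec and Lep would be at least 2-fold higher in glands. The lowest of their log2 fold changes in narrow-set tumors against glands was -0.0846. This argues against adipocytes as the source, as far as these genes report them. Of the 17 measured adipocyte genes, 3 were called lower and 1 higher in tumors there. Adipoq had a mean of 5.80 in glands and 6.02 in tumors, below the array medians of 7.06 to 7.40. It is not shown to be above background, since no detection values come with the arrays. More adipocytes together with other non-epithelial cells would raise the genes of these cell types alike in glands. Among the narrow-set arrays, the quartiles of the log2 fold changes were -2.42 and -1.16 for fibroblast and matrix genes and -1.61 and -0.851 for endothelial genes. Those of adipocyte genes were -0.619 and -0.0246, so they do not overlap with either list. This does not decide against a rise of all these cells. Adipoq is not shown to be above background, and genes near background cannot show a large fold. The medians of the adipocyte, fibroblast and matrix, and endothelial lists were -0.172, -1.45 and -1.18. All lie below 0, the direction that more of these cells in glands would give. This comparison of quartiles was chosen after the values were seen. The value set beforehand against this explanation, a luminal median below 0, was met, with -0.0459. It lies near 0 over genes that go both ways (quartiles -0.355 and 1.28) and decides nothing. More fibroblasts or endothelial cells, with or without adipocytes, stay open, and cannot be told apart from a change within cells.

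Of 21 measured immediate early and heat shock genes, 16 were called lower in tumors among the narrow-set arrays and 0 were called higher by limma at the same FDR and fold. Of all 35556 probe sets, 1692 were called lower in the same comparison, and 20515 had an unadjusted p under 0.05 in either direction. Handling that switches on stress genes in the glands could give the values of these 16 genes. It may also take part in the decreases of Il6, Cxcl1, Cxcl2, Ptgs2, Ccl3, Gem and Atf3. Glycam1 and Tnfaip6 are also among the 8 largest decreases named, and Atf3 is not. Handling is a candidate explanation for these genes and not for the whole comparison. Removal of fat from the glands before RNA was made, a step that the paper's text does not describe, may also leave low adipocyte genes. The tissue itself, or the lymphocytes of the glands, could give the same values, and neither was separated from handling.

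FVB and F1 tumors differ in 3232 probe sets. Of 100 splits of the arrays, 1, the real one, reached this count and the highest other had 27. Within the wide set it was again 1 of 100, with 4357 calls against 47. Single arrays and not whole mice were split, so chance is excluded only as far as arrays are independent. Inherited differences between alleles would be shared by normal glands. Of the 3232 probe sets, 41.0% differed in the same direction between F1 and FVB normal glands. This lies below the share set beforehand as evidence against inherited differences, but it was read as open after seeing it, because the labels of the glands are in doubt (below) and because the comparison of these glands changes widely when 1 gland is left out. Within F1BX mice, the median intraclass correlation of tumors of 1 mouse was 0.302 over a narrower set, the 119 different profiles called between FVB and F1 tumors within the wide set at the stricter FDR and fold (quartiles 0.143 to 0.640, 77 tumors of 30 mice), against 0.0930 for other probe sets of like standard deviation. It lies between the values set for and against alleles shared by the tumors of a mouse. Weaker binding of FVB transcripts to probes of the C57BL/6 sequence would make most called probe sets higher in F1 tumors, and 29.9% were. This too would argue against it, but the share was 47.2% within the wide set and 50.9% with the set as a block. At the stricter FDR and fold, with repeated profiles counted once, it was 56.7% over all arrays, between the bounds, 67.2% within the wide set and 69.3% with the set as a block. The value against the explanation thus depends on the array set and the threshold, and it was read as open after seeing these values. Inherited regulation, probe binding and cell types of the tumors therefore remain open and cannot be told apart.

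A score over 116 probe sets that separate FVB from F1 tumors was computed for each array. For wide-set tumors it is 0 at the mean of FVB tumors without 063T1 and 1 at that of F1 tumors without 051T1. With these tumors included, the means are 0.0248 and 0.993. For a gland, the difference from the F1 wild type glands was scaled by the difference between those tumors, so F1 wild type glands lie near 1 by construction. The glands labelled FVB scored up to 0.963 and the glands labelled F1 down to 0.611. A swap of labels between an FVB and an F1 gland was tested with these scores, but no gland scored as most FVB tumors do. The scale of the tumors does not reach the FVB side in glands, so the test was taken as void after the scores were seen, although no gland labelled F1 was on the FVB side. On 45 probe sets that separate the tumors better, added after seeing the data, the glands labelled F1 MMTV-ErbB2 replicates 1 and 2 scored 0.579 and 0.264, and those labelled FVB MMTV-ErbB2 replicates 1, 2 and 3 scored 0.858, 0.302 and 0.623. D17H6S56E-5 was 7.00 in the gland labelled F1 MMTV-ErbB2 replicate 2 and 9.57, 7.13 and 9.75 in those labelled FVB. In the 3 F1 wild type glands it was 11.60, 12.03 and 11.61, like the mean of 11.86 in F1 tumors, against 10.20 in F1 MMTV-ErbB2 replicate 1. Normal tissue by itself therefore does not lower this gene in F1 glands. The F1 MMTV-ErbB2 glands, however, differ from the wild type ones in other genes too, and the glands labelled FVB do not agree among themselves, so whether a label is wrong stays open. Among tumors, 063T1 (labelled FVB) scored 0.644, and 051T1, F21T3 and F21T4 (labelled F1) scored 0.836, 0.644 and 0.244. F21T2, labelled as of the same F1 mouse as F21T3 and F21T4, scored 1.04. On the 45 probe sets, 063T1 scored 0.467 and 051T1 scored 0.620. There, F21T3, F21T4 and F21T2 scored 0.546, 0.530 and 1.03. F21T3 and F21T4 thus lay close together on the 45 probe sets only, and F21T2 lay apart from them on both scores. On the 45 probe sets, every other wide-set F1 tumor scored at least 0.959 (F10T1). Every other FVB tumor scored at most 0.0552 (P04T1). So 063T1, 051T1, F21T3 and F21T4 lay between the FVB and F1 tumors there, where F1BX tumors also lie. Their labels are in doubt, and no alternative left out F21T3 and F21T4.

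The paper does not report comparisons between kinds of normal gland. F1 and FVB MMTV-ErbB2 glands differed in 2493 probe sets, 1731 higher and 762 lower in F1 (limma, 2 against 3 glands, with the spread taken from all groups, tumors included), and 0 with the glands alone in the fit. The count fell to 3 without the gland labelled FVB MMTV-ErbB2 replicate 3, 353 without F1 MMTV-ErbB2 replicate 1 and 1397 without F1 MMTV-ErbB2 replicate 2. It rose to 6529 without FVB MMTV-ErbB2 replicate 1 and 5555 without FVB MMTV-ErbB2 replicate 2. The effect of the background differed between tumors and normal glands in 2780 probe sets by the interaction term of limma, 756 with a positive and 2024 with a negative difference. That count was 4 without FVB MMTV-ErbB2 replicate 3, 447 and 1418 without F1 MMTV-ErbB2 replicates 1 and 2, and 7079 and 6118 without FVB MMTV-ErbB2 replicates 1 and 2. Both counts therefore rest on single glands. Among the genes called and eligible by the naming rule, H2-Eb1 had the largest difference, 3.01 on the log2 scale (adjusted p = 0.00557 from limma). Genes that did not pass, such as Trim12a (3.30, adjusted p = 0.0582) and Efhd1 (-3.56, adjusted p = 0.0576), had larger ones. Cpq, Akr1c14, Slc15a2 and Aldoc had -2.32, -2.29, -2.25 and -2.06.

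MMTV-ErbB2 and wild type F1 glands differed in 657 probe sets, 485 higher and 172 lower in MMTV-ErbB2 glands (limma, 2 against 3 glands, with the spread taken from all groups, tumors included). With the glands alone in the fit no probe set was called, Erbb2 included. The count was 100 without F1 MMTV-ErbB2 replicate 1 and 398 without F1 wild type replicate 2. Erbb2 was 1.83 higher on the log2 scale (adjusted p = 0.00265 from limma). The correlation of tumors of the same mouse is another signal that the paper does not report. Over 78 pairs it was 0.116, against 0.00471 for pairs of different mice of the same background. The difference of 0.112 had a p of 1e-04, the smallest that 10000 permutations can give.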

How the results depend on the processing

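Alternatives that use the array set (as a block, within 1 set, or with the set difference removed) were chosen after seeing the data, and the others before. No named gene that was called changed its direction under any alternative, but the balance of higher and lower probe sets did. FVB against F1 tumors had 967 higher and 2265 lower in F1, but 871 and 731 without the F1 tumors named F1_ with a number, and 1798 and 1737 with the array set as a block. Without the FVB MMTV-ErbB2 gland replicate 3, F1 against FVB glands went from 1731 higher and 762 lower to 0 and 3, and the interaction from 756 and 2024 to 3 and 1. For tumors against normal glands, 22 of 24 alternatives gave a count within 1.5 times of 10026, among them SAM (10211), a filter on low signal (8946), median centring (9950) and quantile normalization (9850). The exceptions were the array set as a block (4367) and the narrow-set arrays only (4311).

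The mouse signature of 1494 probe sets kept within 1.5 times in 19 of 26 alternatives. It was 827 with the standard deviation over tumors only, 2774 with a standard deviation of 0.6, 818 with 0.8, 764 with wild type glands only and 3896 with FVB and F1 samples only. It was 867 with the array set as a block and 2913 with the narrow-set arrays only. Without each normal gland in turn, tumors against normal glands gave 9122 to 10339 probe sets, the signature 1333 to 1400 and the gene lists 15 to 16 of 27. The gene lists called were 16 in the main analysis and 0 with an estimated correlation. A higher correlation lowers the evidence of a list by construction.

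FVB against F1 tumors gave 3232 probe sets, 1602 without the 6 F1 tumors named F1_ with a number, all of the narrow set, and 4922 with FVB and F1 tumors only in the fit. The other 9 alternatives stayed within 1.5 times, as did all 11 at the stricter FDR and fold. F1 against FVB normal glands gave 2493 probe sets and 3 to 6529 without each gland in turn. It gave 0 with the normal glands alone in the limma fit (481 at an unadjusted p under 0.05) and 0 with a block for the replicate number (321). MMTV-ErbB2 against wild type glands gave 657, 100 to 865 without each gland in turn, 0 with the glands alone (1726 at an unadjusted p under 0.05) and 0 with the block (1601). The interaction gave 2780, 4 to 7079 without each gland in turn, 159 with FVB and F1 samples only, 4225 with the array set as a block and 4448 with wide-set tumors. Leaving out an F1 MMTV-ErbB2 gland leaves 1, which is assumed to vary like the other groups.

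The share of FVB tumors in 1 cluster was 57.7%, 34.6% with PAM, 42.3% with Ward linkage, 45.5% with 1 array per mouse and 88.5% without centring, where the relation of background and cluster had a p of 0.595 (permutation test). The other 12 alternatives for that relation gave p from 1e-05, the smallest the permutations can give, to 0.0207. The number of clusters by the gap statistic was 2 by the first local maximum, 3 with average linkage, 1 with Ward linkage, 1 with tumors only, 1 with the set difference removed and 1 with wide-set tumors only. By the largest gap it was 11, and 3, 6, 5, 12 and 12 under the same alternatives. The cause of these changes was not tested, apart from the arrays or probe sets that an alternative leaves out. The position of F1BX tumors and the correlation of tumors of the same mouse kept their values within the spread.

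Of the genes named, those of tumors against normal glands kept their call in 648 combinations of gene and alternative and lost it in 2, Elf5 and Fasn with wild type glands only. For FVB against F1 tumors, 208 combinations kept the call and 1 did not, Cd74 with 1 array per mouse. Among normal glands, 33 and 47 combinations kept the call and 21 and 19 did not, and for the interaction 49 did and 16 did not. No depth or detection value comes with the arrays, so the filter on low signal is the test of weak signal made here.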

Differences from the paper's values

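The mouse signature held 1494 probe sets here, at the paper's thresholds for FDR, fold and standard deviation, and the paper's number is 782 transcripts, which the paper also calls genes. Counted as genes, the 818 of the 1494 probe sets with 1 symbol stand for 785, close to the paper's number, and the other probe sets carry several symbols or none. Of the alternatives set before the data were examined, the standard deviation over tumors only (827), a standard deviation of 0.8 (818) and wild type normal glands only (764) gave numbers within 1.5 times of the paper's. The others did not: a standard deviation of 0.6, the fold from linear means, SAM (1547), no mouse block, 1 array per mouse, leaving out the repeat arrays, 051T1 and 063T1, the F1 tumors named F1_ with a number or any normal gland, the filter on low signal, median centring, quantile normalization, MMTV-ErbB2 glands only, and FVB and F1 samples only. With the array set as a block, chosen after seeing the values, it was 867, which drops 310 of the 1023 probe sets of Table S6 found in the deposited values. The standard deviation over tumors only drops 501 of them and that of 0.8 drops 442, while the signature of 1494 drops 27. Table S6 itself lists 1024 probe sets with 850 different gene names, more than the number in the paper's text.

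The gap statistic gave 2 clusters by the first local maximum, and the paper's number is 7. None of the alternatives set before the data were examined came within 1.5 times of it by that rule: average linkage gave 3, Ward linkage 1 and tumors only 1. By the largest gap, Ward linkage gave 6 and tumors only 5, within 1.5 times of the paper's number, whereas complete linkage gave 11 and average linkage 3. The paper also used the look of the expression pattern, which was not repeated here.

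The paper places F1 tumors mainly in a pair of clusters. Here, the clusters with the most F1 tumors held 8, 5 and 5 of the 28. On the probe sets of Table S6, a pair of clusters held 9 and 7 of them. Group sizes differ slightly in Fig. 3A, with about 24 FVB and about 27 F1 tumors, read by eye, against 26 and 28 here, and slightly more F1BX tumors than the 160 here. The names of 051T1 (labelled F1) and 063T1 (labelled FVB) have the form of F1BX names, so the group sizes by label are in doubt.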

Other observations

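The tests within the wide set, and the choice of tumors with low Erbb2 and of the genes compared in them, were made only after the results had been seen.

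Single genes among ERK targets and luminal progenitor genes were high in tumors, but the lists as a whole did not pass in every set. Among the narrow-set arrays, which hold both tissues, Etv1 rose by 4.03, Etv5 by 3.27 and Dusp6 by 2.46 on the log2 scale, and Tspan8 rose by 3.78, Kit by 2.34 and Elf5 by 2.23. Of 6 luminal progenitor genes, 4 were called higher and 1 lower in tumors, although the list did not pass by camera (adjusted p = 0.0965 over all arrays and 0.244 among the narrow-set arrays). The list of ERK pathway output passed over all arrays and not among the narrow-set arrays (adjusted p = 0.0601, 4 of 14 higher and 1 lower). With an estimated correlation it passed in neither (0.318 and 0.385). The genes of fatty acid synthesis Fasn and of glycolysis Ldha rose by 1.21 and 1.37 among the narrow-set arrays.

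When the 188 wide-set tumors were clustered alone, the cluster with 16 of the 26 FVB tumors had the highest mean level of milk protein genes, 0.673 in standard deviations over tumors, and the lowest mean level of proliferation genes, -0.465. Its T cell genes (0.408) and interferon response genes (0.339) were also the highest of the 7 clusters. Another cluster, of 15 tumors with 1 FVB and 2 F1 tumors, had the highest levels of fibroblast and matrix (1.35), macrophage (1.33), endothelial (0.965) and mast cell (1.10) genes. Clusters were drawn from the same arrays, so these levels were not tested. Within the wide set, milk protein genes were lower in F1 than in FVB tumors (median log2 fold change -0.79, adjusted p = 0.0310 by camera with the preset correlation, 0.871 with an estimated one). Over all arrays they did not pass (adjusted p = 0.146).

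Tumors with low Erbb2 were found among those labelled as tumors. Erbb2 was 8.32 in 092T1, 9.32 in 168T1, 9.72 in F1_26T1 and 10.31 in 076T1, and above 11 in every other tumor. Tc2n was also low in these tumors (5.37, 5.28, 7.99 and 8.72), at or near the levels of normal glands. Il6 (5.09, 4.67, 3.99 and 4.10) and Hspa1a (7.68, 8.30, 8.18 and 8.10) stayed at the levels of tumors, far below Hspa1a in every normal gland (11.15 or higher). What these tissues were was not tested.

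In normal glands, genes of the mast cell, T cell and B and plasma cell lists were higher in F1 MMTV-ErbB2 than in F1 wild type glands, with median log2 fold changes of 2.27, 1.16 and 0.98. Basal and myoepithelial, luminal epithelium and milk protein genes were lower, with medians of -1.87, -1.42 and -1.17. All but milk proteins also passed camera with an estimated correlation. Tpsab1 rose by 4.66 and Wap fell by 4.53 on the log2 scale. With the glands alone in the fit, neither passed, and no probe set did. Between F1 and FVB MMTV-ErbB2 glands, the lists called higher in F1 were mast cell, immediate early, heat shock and housekeeping genes, and none held with an estimated correlation. The highest changes were those of Il6 (2.16), Tpsab1 (1.99) and Ptn (1.96). Without the gland labelled FVB MMTV-ErbB2 replicate 3, these were 0.45, 0.91 and 1.64 and none passed. The glands are 2 or 3 of each kind, the counts of their comparisons rest on single glands, as given above, and the gene lists of these comparisons were not repeated without each gland. The gland labelled FVB MMTV-ErbB2 replicate 3 had the lowest Il6 (6.71), Hspa1a (11.15) and Fos (9.39) of the glands.

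Of the pairs of tumors of the same mouse, 21.8% fell in the same cluster, against 15.6% of pairs from different mice of the same background. All 78 pairs of the same mouse were in the wide set, where 18.3% of the pairs from different mice fell in the same cluster, and this difference was not tested. Replicate numbers of the normal glands do not pair them: after removing the mean of each kind of gland, the 7 pairs with the same number had correlations from -0.187 to 0.394.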
